# Secretome translation shaped by lysosomes and lunapark-marked ER junctions

**DOI:** 10.1038/s41586-025-09718-0

**Published:** 2025-11-05

**Authors:** Heejun Choi, Ya-Cheng Liao, Young J. Yoon, Jonathan Grimm, Nan Wang, Luke D. Lavis, Robert H. Singer, Jennifer Lippincott-Schwartz

**Keywords:** Endoplasmic reticulum, Lysosomes, Single-molecule biophysics, Ribosome, Super-resolution microscopy

## Abstract

The endoplasmic reticulum (ER) is a highly interconnected membrane network that serves as a central site for protein synthesis and maturation^1^. A crucial subset of ER-associated transcripts, termed secretome mRNAs, encode secretory, lumenal and integral membrane proteins, representing nearly one-third of human protein-coding genes^1^. Unlike cytosolic mRNAs, secretome mRNAs undergo co-translational translocation, and thus require precise coordination between translation and protein insertion^2,3^. Disruption of this process, such as through altered elongation rates^4^, activates stress response pathways that impede cellular growth, raising the question of whether secretome translation is spatially organized to ensure fidelity. Here, using live-cell single-molecule imaging, we demonstrate that secretome mRNA translation is preferentially localized to ER junctions that are enriched with the structural protein lunapark and in close proximity to lysosomes. Lunapark depletion reduced ribosome density and translation efficiency of secretome mRNAs near lysosomes, an effect that was dependent on eIF2-mediated initiation and was reversed by the integrated stress response inhibitor ISRIB. Lysosome-associated translation was further modulated by nutrient status: amino acid deprivation enhanced lysosome-proximal translation, whereas lysosomal pH neutralization suppressed it. These findings identify a mechanism by which ER junctional proteins and lysosomal activity cooperatively pattern secretome mRNA translation, linking ER architecture and nutrient sensing to the production of secretory and membrane proteins.

## Abstract (web summary)

Live-cell imaging of mRNA encoding secretome proteins and translated nascent peptide markers show that secretome translation occurs at endoplasmic reticulum junctions near lysosomes, requires lunapark protein and is modulated by nutrient status.

## Main

Historically, ER sheets have been considered the predominant site of secretome mRNA translation, largely owing to their enrichment in membrane-bound polysomes^5^. Yet, recent reconstructions from diverse mammalian cell types reveal that ribosomes, including polysome-associated and monosome-bound forms, are distributed across nearly all ER morphologies, encompassing sheets, tubules and tubule–tubule junctions^6^. Notably, a substantial subset of ER-bound ribosomes corresponds to non-translating subunits, particularly the 60S^7,8^, suggesting that ribosome association is not synonymous with active elongation and may reflect regulatory or pre-initiation states. Definitive mapping of translation sites through Sec translocon components remains technically intractable because genetic tagging of core constituents such as Sec61α or TRAP often perturbs translocation activity, and immunolabelling approaches are hindered by steric inaccessibility of lumenal or membrane-embedded epitopes^9^. As a result, whether secretome mRNAs exhibit preferential translation in spatially restricted ER subdomains—potentially governed by compartmentalized translation-related factors^10–12^—or whether they are translated non-selectively across the continuous ER network remains an unresolved and compelling question. Here we address this question by tracking the dynamics and localization of individual secretome mRNAs in live cells. We demonstrate that active secretome mRNA translation is concentrated at ER junctions that are enriched in the structural protein lunapark (LNPK) and positioned adjacent to lysosomes. Loss of LNPK selectively reduces ribosome occupancy and translation efficiency of secretome mRNAs at these junctions by impairing eIF2-dependent initiation, an effect that can be rescued by the integrated stress response (ISR) inhibitor ISRIB. Translation at lysosome-proximal ER is further enhanced during amino acid starvation and suppressed by lysosomal pH neutralization, indicating that lysosomal activity locally regulates ER protein synthesis. Together, these findings identify LNPK-enriched ER junctions as organizational hubs where ER architecture and lysosomal signalling intersect to control secretome mRNA translation.

To track the behaviour of secretome mRNAs, we engineered fluorescent reporters by adapting MS2 mRNA tagging^13^ to open reading frames encoding a variety of transmembrane and lumenal proteins. As a model, we constructed a mRNA encoding the N-terminal 45 amino acids of the Golgi-localized type II membrane protein sialyltransferase fused to EGFP in tandem with MS2-binding loops (*SiT-EGFP*) (Fig. 1a, inset). The mRNA forms a complex with MS2 protein (*SiT-EGFP*–MS2) and when translated, results in EGFP expression. In live cells, this reporter gave rise to a progressively Golgi-like EGFP distribution, consistent with translation on the ER followed by proper protein trafficking to the Golgi (Extended Data Fig. 1a).

**Fig. 1:**
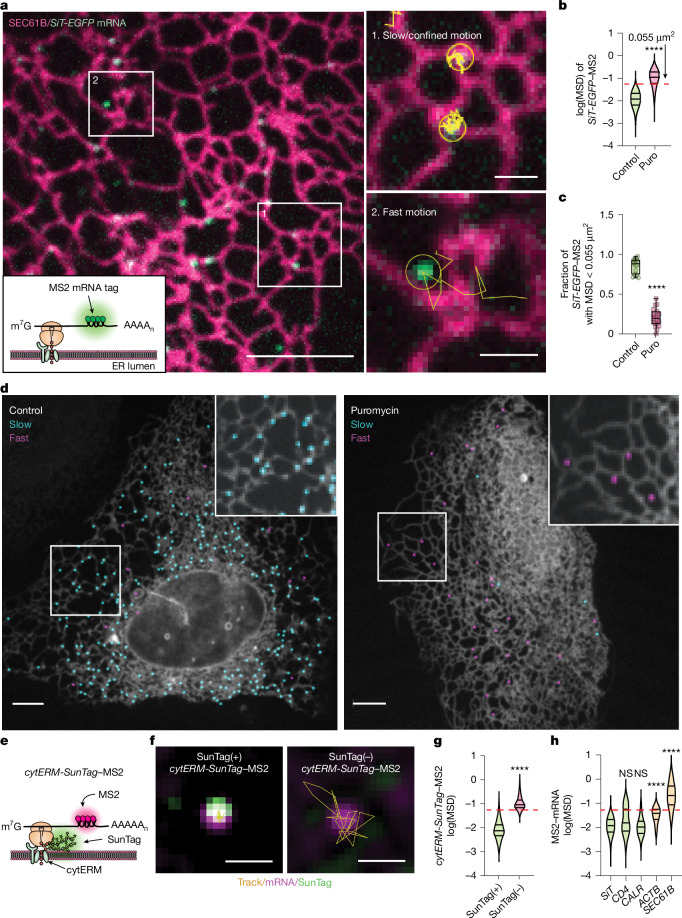
Secretome mRNAs are translated on ER and show confined motion. **a**, Inset, design of secretome mRNA reporters (inset) containing a 5′ UTR, an open reading frame, 24 MS2 binding sites and a 3′ UTR. Main image, representative spinning-disk confocal microscopy of *SiT-EGFP* mRNA on ER labelled with SNAP–Sec61β. Scale bar, 5 µm. Right, magnified views of indicated regions showing trajectories of two confined mRNAs (top; yellow) or a rapidly moving mRNA (bottom; yellow). Scale bars, 1 µm. **b**, Violin plots of log(MSD_*τ* = 1 s_) for *SiT-EGFP* mRNAs under control (*n* = 1,616) and puromycin (Puro)-treated (*n* = 1,608) conditions. Red dashed line indicates MSD = 0.055 µm^2^. Dunnett’s test, ****P < 0.0001. **c**, Box plots showing fraction of slow-moving *SiT-EGFP* mRNAs in control (*n* = 17 cells) and puromycin-treated (*n* = 19) cells. Two-tailed unpaired *t*-test, ****P < 0.0001. **d**, Control (left) and puromycin-treated (right) U-2 OS cells expressing SNAP–Sec61β (grey) and *SiT-EGFP* mRNA. Puncta are pseudocoloured and designated as translating (blue, MSD < 0.055 µm^2^) or non-translating (MSD ≥ 0.055 µm^2^). Scale bars, 5 µm. **e**, ER-specific SunTag reporter design. **f**, Representative merged images of SunTag (green), mRNA (magenta) and trajectories (yellow). Left, SunTag(+) (translating) punctum with confined motion. Right, SunTag(–) (non-translating) punctum showing rapid motion. Scale bars, 1 µm. **g**, Violin plots of log(MSD_*τ* = 1 s_) for cytERM–SunTag MS2 with SunTag(+) versus SunTag(–). Dunnett’s test, ****P < 0.0001. **h**, Violin plots of log(MSD_*τ* = 1 s_) for* SiT-EGFP*–MS2 (*n* = 1,616), *CD4-EGFP*–MS2 (*n* = 251), *CALR-mEmerald*–MS2 (*n* = 250), *ACTB-Halo*–MS2 (*n* = 100) and *SunTag-SEC61B–MS2* (*n* = 314). Red dashed line indicates MSD = 0.055 µm^2^. Statistical comparisons versus* SiT-EGFP*–MS2, Dunnett’s test, ***P < 0.001, ****P < 0.0001; NS, not significant (*P* > 0.05). Source Data

To visualize single-molecule mRNA dynamics, we imaged * SiT-EGFP*–MS2 puncta in cells where the ER was unbiasedly highlighted using a fluorescently tagged, tail-anchored Sec61β reporter, which localizes to the ER without interacting with the translocon^14,15^. Fluorescent puncta corresponding to individual *SiT-EGFP*–MS2 complexes were predominantly associated with the ER (Fig. 1a). Single-particle tracking revealed two distinct behaviours: some puncta remained largely immobile or confined on the ER for tens of seconds (Fig. 1a, region 1), whereas others moved rapidly, transiently associating with and dissociating from ER within a few seconds (Fig. 1a, region 2 and Supplementary Video 1).

Quantitative analysis of these trajectories using mean squared displacement (MSD) showed that about 86% of molecules displayed an MSD at lag time (*τ*) = 1 s of less than 0.055 µm^2^, consistent with confined motion (Fig. 1b, red dashed line, and Extended Data Fig. 1b,c; additional details in Supplementary Information). The population average was 0.011 µm^2^. Translation termination with puromycin significantly increased mobility: now 79% of mRNAs had MSD_*τ* = 1 s_ > 0.055 µm^2^, with an average of 0.097 µm^2^—an order of magnitude greater than controls (Fig. 1b,c and Extended Data Fig. 1b). Colour-coded video analysis further confirmed that slower puncta were always ER-bound, whereas faster puncta, particularly with puromycin treatment, were often dissociated from the ER (Fig. 1d and Supplementary Videos 2 and 3). These findings suggest that secretome mRNAs exhibit confined motion on ER surfaces during translation and become more motile when translation is disrupted.

To test whether confined ER-associated mRNAs are indeed engaged in active translation, we applied the SunTag system to monitor nascent peptides. We made a reporter encoding the targeting sequence and transmembrane domain of the ER protein cytochrome p450 fused with GCN4 repeats (*cytERM-SunTag*) and MS2 stem loops (Fig. 1e and Extended Data Fig. 1d). With its C-terminal SunTag epitopes exposed to the cytosol, this design enabled fluorescent labelling of translating mRNAs. Translation was inferred when *cytERM–SunTag*–MS2 puncta colocalized with SunTag signal from the translated peptide. In cells, around 40% of *cytERM–SunTag*–MS2 puncta showed colocalized MS2 (mRNA) and SunTag signals (Extended Data Fig. 1e,f). These translation-positive puncta exhibited nearly immobile or highly confined motion, whereas translation-negative puncta moved rapidly along the ER (Fig. 1f,g and Supplementary Videos 4 and 5). Upon puromycin treatment, SunTag signal was lost and all puncta became highly mobile (Supplementary Video 6). Thus, confined ER-associated secretome mRNAs represent actively translating species, whereas mobile ones are non-translating—a behaviour that contrasts with cytoplasmic protein mRNAs, which remain mobile even when translating^16^.

Using confined motion as a proxy for translation, we compared different MS2-labelled secretome mRNAs. mRNAs encoding SiT–EGFP, CD4–EGFP and calreticulin–mEmerald showed substantial fractions of confined puncta (MSD < 0.055 µm^2^), indicating active translation, whereas smaller pools displayed motile behaviour suggestive of non-translation (Fig. 1h). By contrast, non-secretome mRNAs encoding proteins such as β-actin, Sec61β or the mitochondrial protein TOMM20 moved predominantly in the mobile fraction (MSD_*τ* = 1 s_ > 0.055 µm^2^), with little evidence of confinement (Fig. 1h, Extended Data Fig. 1g,h and Supplementary Video 7).

## ER junctions as hotspots for translation

The ER is a complex membrane network composed of tubules that intersect to form diverse morphologies, including three-way junctions, dense networks of junctions and sheets^14^. To determine whether specific ER structures serve as subdomains for secretome mRNA translation, we imaged mRNAs in the peripheral ER, where morphologies could be resolved. Translating secretome mRNAs were defined as ER-associated mRNAs with confined or very low mobility (MSD_*τ* = 1 s_ < 0.055 µm^2^). Notably, translating secretome mRNAs were enriched at ER junctions. This was observed for mRNAs encoding CD4, SiT and calreticulin (Fig. 2a). Quantification showed that translating secretome mRNAs were predominantly located within 0.2 µm of junctions (Fig. 2b). By contrast, non-translating secretome mRNAs, identified by faster mobility on ER, showed no junctional enrichment and instead resembled the distribution of non-secretome mRNAs such as *ACTB* or *SEC61B* (Fig. 2b). This junctional localization of translating secretome mRNAs was consistent across U-2 OS, HeLa, COS-7 and HT1080 cells (Extended Data Fig. 2a,b).

**Fig. 2:**
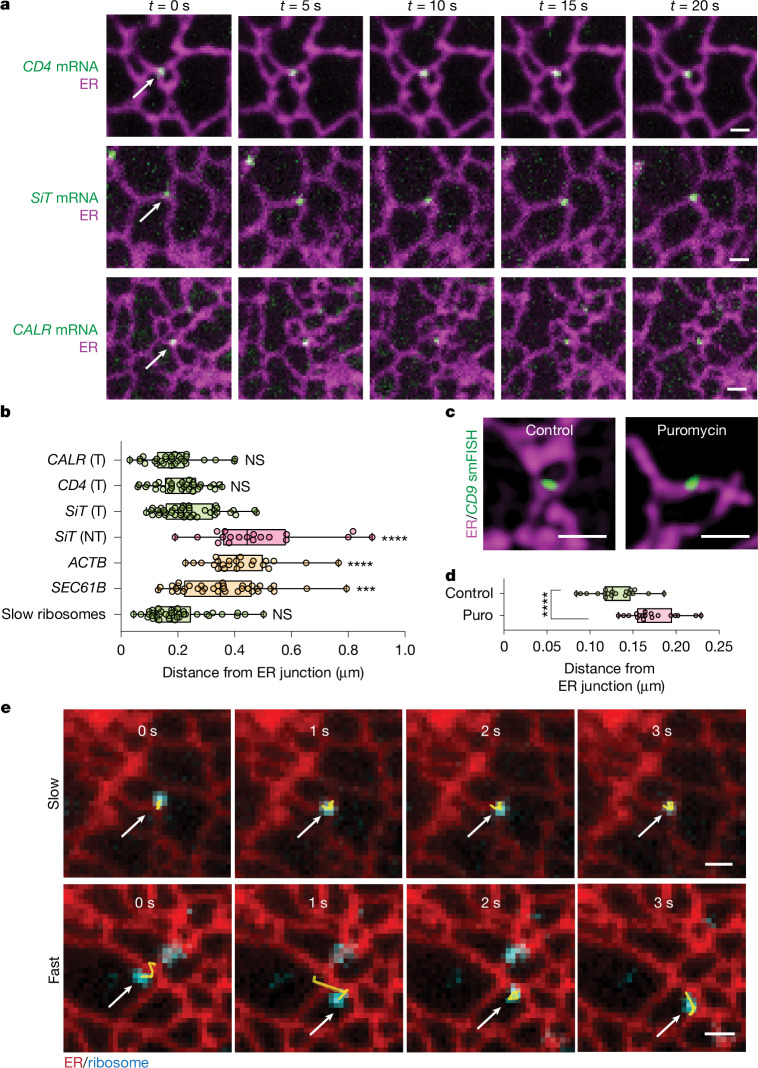
ER junctions are hotspots for secretome mRNA translation. **a**, Time-lapse images of translating *CD4-EGFP*, *SiT-EGFP* and *CALR-mEmerald* mRNAs on ER (Sec61β, magenta) in U-2 OS cells. Scale bars, 1 µm. **b**, Box plots of mean distance to nearest ER junction per cell for translating (T) fractions of *CALR* (*n* = 29 cells), *CD4* (*n* = 32) and *SiT* (*n* = 40) mRNA, non-translating (NT) *SiT* mRNA (*n* = 19), *Halo–ACTB* (*n* = 23), *Halo–SEC61B* (*n* = 36) and slow ribosomes (effective MSD_*τ* = 1 s_ < 0.04 µm^2^, *n* = 37). Comparisons versus translating *SiT-EGFP.* Dunnett’s test, ****P < 0.0001, ***P < 0.001. **c**, Representative 3D structured illumination microscopy images of HCR-smFISH labelling of endogenous *CD9* mRNA with the ER marker (mEmerald–Sec61β, magenta) in control and puromycin-treated U-2 OS cells. Scale bars, 1 µm. **d**, Quantification of distance of endogenous *CD9* smFISH puncta to the nearest ER junction in control (*n* = 19 cells) and puromycin-treated (*n* = 18) cells. Each dot represents the mean per cell. Two-tailed unpaired *t*-test, ****P < 0.0001. **e**, Time-lapse images of a ribosome (cyan) with effective MSD_*τ* = 1 s_ < 0.04 µm^2^ (slow, top) or MSD_*τ* = 1 s_ > 0.04 µm^2^ (fast, bottom). Scale bars, 1 µm. Source Data

We next explored whether endogenous secretome mRNAs also translate preferentially at ER junctions. Using *CD9* mRNA as a representative transcript^15^, we performed hybridization chain reaction single-molecule fluorescent in situ hybridization (HCR-smFISH) in U-2 OS cells expressing mEmerald–Sec61β. Although HCR-smFISH does not distinguish translating mRNAs from non-translating mRNAs, localization relative to junctions could be assessed with and without translation inhibition. Under control conditions, *CD9* mRNAs were enriched at junctions; however, puromycin abolished this enrichment and increased the distance between *CD9* puncta and junctions (Fig. 2c,d). These results indicate that endogenous secretome mRNAs preferentially translate at ER junctions.

To further test this, we tracked ribosomes on the ER by imaging Halo-tagged L10A (a large ribosomal subunit protein) with an ER marker. If secretome mRNA translation occurs at junctions, translating ribosomes should show mobility similar to that of translating secretome mRNAs. Indeed, ribosome tracking revealed three diffusive populations—fast, medium and slow. Only the slow-moving population localized at ER junctions (Fig. 2e), with an MSD_*τ* = 1 s_ (0.016 µm^2^) that closely matched that of translating secretome mRNAs (0.011 µm^2^; Extended Data Fig. 2c–e). Puromycin shifted slow and medium populations into faster pools, consistent with their representing translating ribosomes. Together, these findings show that secretome mRNAs and associated ribosomes form slow-moving translating pools at ER junctions, demonstrating that junctions act as hotspots for secretome mRNA translation.

## Translation at LNPK-positive junctions

ER junctions are thought to be formed or stabilized by the ER-resident transmembrane protein LNPK^17,18^, which is present at a subset of these junctions^17^. When we expressed LNPK–GFP in cells, it localized preferentially to ER junctions (Fig. 3a). To test whether LNPK-positive ER junctions are preferentially engaged in secretome mRNA translation, we expressed the ER translation reporter *cytERM-SunTag* and immunostained for endogenous LNPK (Extended Data Fig. 2f). Notably, translating *cytERM-SunTag*–MS2 puncta, defined by the presence of both mRNA and SunTag-bound nascent peptide, strongly colocalized with LNPK signal (Fig. 3b, SunTag(+)). By contrast, non-translating cytERM-SunTag–MS2 puncta exhibited significantly less colocalization with LNPK (Fig. 3b, SunTag(−)). Quantitative analysis showed that 80% of translating secretome mRNAs (SunTag(+)) were located within 300 nm of LNPK signal, compared with only 50% of non-translating mRNAs (SunTag(−)) within the same cell (Fig. 3c). These results demonstrate that translating secretome mRNAs are preferentially enriched at LNPK-containing ER junctions.

**Fig. 3:**
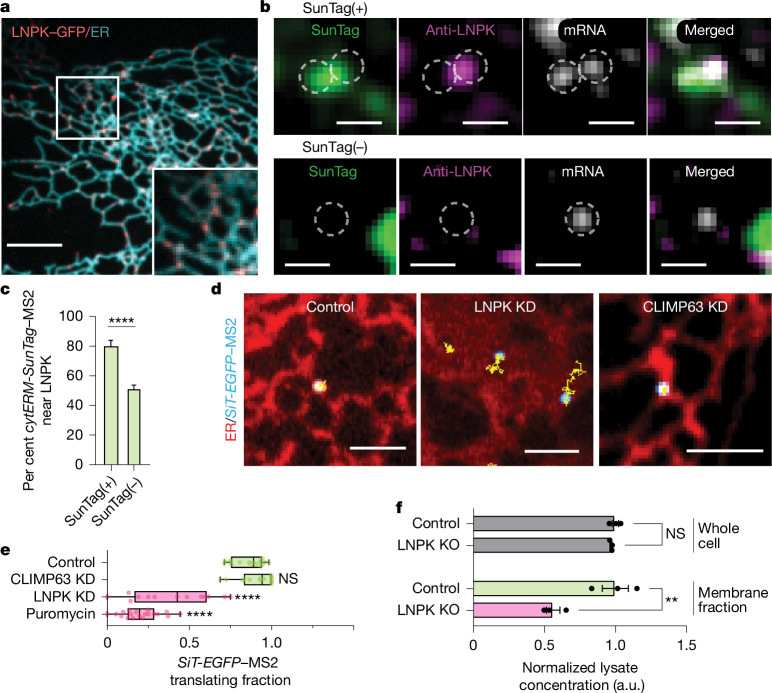
LNPK marks ER junctions that enhance secretome mRNA translation. **a**, Representative image of LNPK–GFP and ER (Halo–Sec61β, cyan). Inset, enlarged view. Scale bar, 5 µm. **b**, Top, translating SunTag(+) *cytERM-SunTag*–MS2 (grey) with overlapping SunTag (green) and LNPK (magenta). Bottom, non-translating SunTag(–) *cytERM–SunTag*–MS2, showing no colocalization with LNPK. Scale bars, 1 µm. **c**, Percentage of *cytERM–SunTag*–MS2 puncta that are SunTag(+) or SunTag(–) within 300 nm of LNPK (SunTag(+)) or outside this range (SunTag(–)). *n* = 14 cells. Paired two-tailed *t*-test, ****P < 0.0001. **d**, Representative images of *SiT-EGFP*–MS2 and particle trajectories (yellow) on ER (red) in control, LNPK-KD or CLIMP63-KD cells. Scale bars, 1 µm. **e**, Translating fractions of *SiT-EGFP* mRNA in control (*n* = 17 cells), CLIMP63-KD (*n* = 14), LNPK-KD (*n* = 13) and puromycin-treated (*n* = 17) cells. Statistical comparisons were performed against control using Dunnett’s test, ****P < 0.0001. **f**, Protein yield from whole-cell extracts (top) and membrane fractions (bottom) of 10^6^ control and LNPK-KO U-2 OS cells. Each extract was normalized to its control. a.u., arbitrary units. Dunnett’s test, **P < 0.005. Source Data

## LNPK loss reduces secretome translation

To test whether LNPK at ER junctions regulates secretome mRNA translation, we knocked down LNPK (LNPK-KD) in cells expressing * SiT-EGFP* and MS2 and performed single-particle tracking. * SiT-EGFP*–MS2 in LNPK-KD cells showed increased motility (Fig. 3d). Using the MSD cut-off of less than 0.055 µm^2^ to identify translating secretome mRNAs, the translating fraction decreased from 86% in controls to 39% in LNPK-KD cells (Fig. 3e). Translation monitored via the SunTag signal from *cytERM-SunTag* mRNA similarly decreased in LNPK-KD cells (Extended Data Figs. 1e and 3g,h). By contrast, knockdown of the ER-shaping protein CLIMP63^5^ had no effect, with more than 80% of *SiT-EGFP* mRNAs still undergoing translation (Fig. 3d,e and Extended Data Fig. 1e).

We next examined steady-state protein levels in LNPK-knockout (LNPK-KO) cells. Whereas total protein levels were unchanged, membrane protein levels were strongly reduced (Fig. 3f). Incorporation of the amino acid analogue homopropargylglycine (HPG) confirmed that global synthesis was unaffected, but membrane-associated HPG-labelled proteins were significantly decreased after extraction of cytosolic components (Extended Data Fig. 3a,b). Mass spectrometry of membrane fractions combined with mRNA sequencing further showed reduced protein abundance per mRNA for many membrane-associated genes in LNPK-KO cells (Extended Data Fig. 3c–f). These results demonstrate that LNPK is essential for maintaining membrane and secretory protein synthesis.

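RNA from 3 cultures of unedited U-2 OS cells, a human osteosarcoma line, and from 3 cultures of LNPK-KO U-2 OS cells was sequenced as 3′ tags. The LNPK-KO cells were grown from single colonies after editing, and the number of colonies sequenced is not stated. The tests use the spread between cultures, which may not hold the spread between colonies. The targeted gene, LNPK (ENSG00000144320), had 22, 17 and 22 counts in control replicates 1, 2 and 3 and 30, 24 and 12 counts in LNPK-KO replicates 1, 2 and 3. After TMM normalization this was 22.3 ± 7.92 CPM (SD, n = 3) in LNPK-KO cells and 18.6 ± 1.65 CPM (SD, n = 3) in control cells, a log2 fold change of 0.27 (standard error 0.52, adjusted p = 0.84 from edgeR). The 2 groups overlapped (two-sided exact permutation test, p = 0.4, where 3 cultures against 3 cannot go below 0.1). A tag at the 3′ end of the transcript lies outside the edited exon and does not check the genotype, while the protein part of Extended Data Fig. 3c lists LNPK as lower.
The authors primed cDNA with a barcoded polyT primer carrying a molecular identifier, trimmed adapters with Cutadapt, aligned the reads to GRCh38 with STAR, counted genes with STARsolo and analysed the counts with a version of DESeq2 in MatLab. The total counts were 1218581, 1125357 and 1243592 in control replicates 1, 2 and 3 and 1135891, 999772 and 1045656 in LNPK-KO replicates 1, 2 and 3. Spike-in RNA took 6.9%, 6.73% and 4.59% of the control counts and 4.9%, 8.31% and 10.3% of the LNPK-KO counts and was left out of the tests. The deposited file of control replicate 3 equals that of control replicate 1 in every feature, whereas the deposited table of all samples holds a separate control replicate 3, so that table was used. The quasi-likelihood test of edgeR covered 9179 genes.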

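Among membrane-fraction proteins whose protein and mRNA both changed less than 2-fold in LNPK-KO cells, more fell than rose relative to their mRNA with TMM scaling of the mRNA, and about as many fell as rose with spike-in scaling. Proteins were joined to genes through the authors' deposited mRNA comparison, which holds only genes of chromosomes 1 to 8 and X. Over 1608 such genes with a protein value from the paper's source data and an mRNA value from the counts, the protein minus mRNA log2 fold change had a median of -0.23, with quartiles of -0.66 and 0.17. It was below 0 for 1041 genes (64.7%), under -1 for 173 genes (10.8%) and over 1 for 35 genes (2.18%). The median mRNA change was -0.008 with TMM scaling, so this balance is close to that of the protein values alone. Those had a median of -0.26, with 1100 (68.4%) below 0. With the mRNA scaled on spike-in RNA, a choice made after the data were seen, the median difference was 0.02. It was below 0 for 781 genes (48.6%), so the sign of the median difference depends on how the mRNA is scaled. Spike-in RNA took 4.9%, 8.31% and 10.3% of the counts in LNPK-KO replicates 1, 2 and 3 and 4.59% to 6.9% in the controls. LNPK-KO replicate 1 lay within the control range and the others above it, so the 0.02 averages over unlike replicates. With TMM scaling, all 18 cytosolic ribosome genes in this comparison lay below 0, with a median of -0.48, where 79 were tested as mRNA. The 21 genes of ER targeting and translocation in the comparison had a median of -0.35, and 14 of them lay below 0. Further below 0 were the 8 ER-shaping genes (-0.57, 6 below 0), 8 membrane ATPases (-0.47), 12 cell cycle genes (-0.47) and 14 extracellular matrix genes (-0.45). Some other sets went the other way or less far, with medians of 0.12 for 19 lysosomal genes (7 below 0), 0.08 for 22 TMEM genes, 0.04 for 21 solute carriers, 0.03 for 10 cholesterol synthesis genes and -0.10 for 20 genes of COPII and COPI traffic.
The genes picked by symbols of membrane and secreted protein families had a median difference of -0.15 over 100 genes, against -0.24 for the 1508 other genes. That median lies at percentile 74.4 of 10000 random lists of the same size matched on mean expression, 95% of which fell between -0.37 and -0.07. The other genes are also of the membrane fraction, and the symbols leave out some proteins made at the ER, such as ER-shaping proteins. This contrast therefore cannot show whether membrane and secretory proteins fell further than others. With TMM scaling the median over all genes was -0.31, -0.20 and -0.21 when the mRNA change was taken from LNPK-KO replicate 1, 2 or 3 alone. The source data of Extended Data Fig. 3d hold no pair with a change of 2-fold or more and no protein replicates. Those of Extended Data Fig. 3e were at hand only in part and the deposited mass spectrometry data were not, so this comparison has no test across cultures and lacks the largest changes. It also lacks genes of chromosomes 9 to 22 and the mitochondrial genome. The paper's own histogram (Extended Data Fig. 3f), whose genes are not listed, places 44.6% of genes in bins higher in control, 29% in bins higher in LNPK-KO cells and 25.7% in the bin at 0. From mass spectrometry of membrane fractions set beside mRNA sequencing, the paper concludes that protein abundance per mRNA is reduced for many membrane-associated genes.

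**Figure D1:**
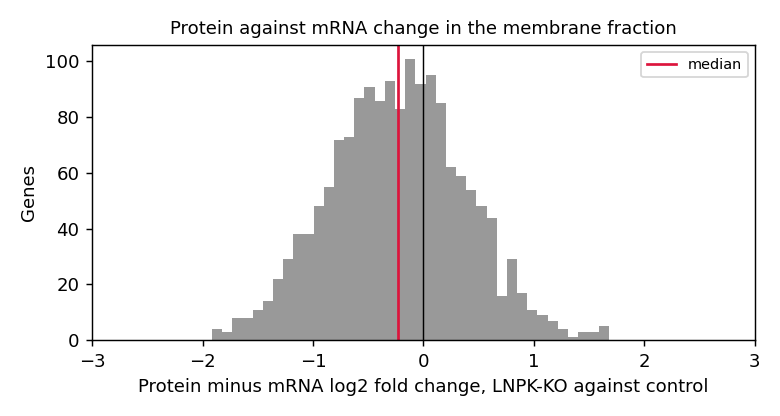
Number of genes by protein minus mRNA log2 fold change of LNPK-KO against control cells, in bins of equal width, with a black line at 0 and a red line at the median of -0.23. The protein changes are the paper's and the mRNA changes come from the deposited counts with TMM scaling. Only genes of chromosomes 1 to 8 and X are included. More genes lie left of 0 (1041 of 1608) than right of it.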

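The mRNAs of membrane and secretory proteins were at most slightly lower as a group in LNPK-KO cells. Of 445 genes picked by family symbols, such as those of solute carriers, collagens and receptors, as a stand-in for genes translated at the ER, 4 were higher and 6 were lower, and the median log2 fold change was -0.04. The symbols also take in some genes not made at the ER, such as the antisense RNA SLC2A1-AS1, the scaffold SLC9A3R1 and the cytosolic serpin SERPINB6. They leave out others made there, such as LMAN1. Relative to all other genes the families did not pass (adjusted p = 0.287, adjusted over 1 set, from camera of limma on the edgeR fit), and none of the 15 families passed singly. With an estimated correlation the families together did not pass either (adjusted p = 0.0719 from camera). Among the 46 tested genes of ER targeting and translocation there were 2 higher, 2 lower and 42 not past the threshold (7 higher and 5 lower when adjusted over the list alone). SPCS3, a signal peptidase subunit, rose (log2 fold change 0.94, standard error 0.20, adjusted p = 0.0111 from edgeR), and so did EMC10, a subunit of the ER membrane protein complex (log2 fold change 1.70).
SRP14, a protein of the signal recognition particle, fell (log2 fold change -0.78, adjusted p = 0.00627 from edgeR), as did SGTA, a chaperone of tail-anchored proteins (log2 fold change -1.09). The 46 genes of COPII and COPI traffic had 1 higher, 2 lower and 43 not past the threshold (1 higher and 5 lower when adjusted over the list alone). The cargo receptor LMAN1 rose (log2 fold change 0.92, standard error 0.17), whereas the KDEL receptor KDELR2 fell (log2 fold change -0.76, standard error 0.17) and the COPII GTPase SAR1B fell (log2 fold change -1.26, standard error 0.34). In the 31 genes of N-glycosylation no gene passed the edgeR test, and STT3B, a catalytic subunit of oligosaccharyltransferase, had a log2 fold change of 0.87 (adjusted p = 0.0726). The 29 ER-shaping genes had 1 higher, 0 lower and 28 not past the threshold (1 higher and 2 lower when adjusted over the list alone), the higher gene being KTN1, a kinesin-binding protein of the rough ER (log2 fold change 0.78). The 65 lysosomal genes had 3 higher, 3 lower and 59 not past the threshold (4 higher and 4 lower when adjusted over the list alone). GUSB, a lysosomal glucuronidase, and SCARB2, a lysosomal membrane protein, rose (log2 fold changes 1.05 and 1.37), and the protease CTSB fell (log2 fold change -0.74). Without 1 replicate, SAR1B passed in 1 of 6 fits, SGTA, KDELR2 and KTN1 in 2 each, and SPCS3 and EMC10 in 3 each. Neighbouring genes along the chromosomes changed together in these cells, and the values of these single genes were not corrected for it. SRP14, for example, lies on chromosome 15, whose genes had a median log2 fold change of -0.23. In the N-glycosylation, traffic and lysosomal lists the median of each LNPK-KO library lay below all 3 controls. None of these 5 lists passed camera with all 6 libraries, with adjusted p from 0.162 to 0.994, and the traffic list passed without LNPK-KO replicate 1 (adjusted p = 0.0454). Scaling on spike-in RNA, chosen after the data were seen, moved the median of all genes to -0.27, that of the families to -0.36 and that of the ER-shaping genes from 0.17 to -0.18, still above that of all genes.

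**Figure D2:**
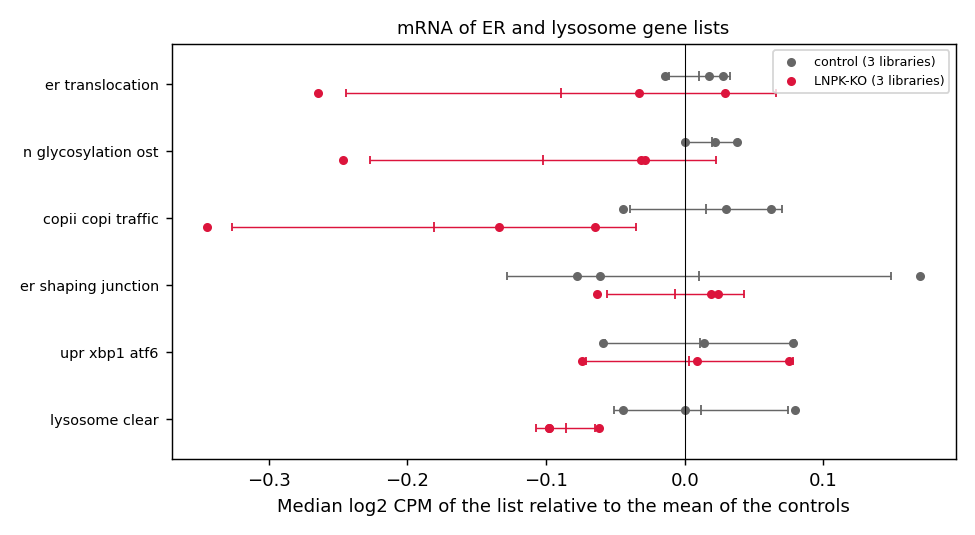
Median log2 CPM of each gene list in each of 3 control (grey) and 3 LNPK-KO (red) libraries, relative to the mean of the controls, with the mean and SD of each group. The LNPK-KO libraries lie below all controls in the N-glycosylation, COPII and COPI traffic and lysosome lists, and overlap with them in the others.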

## LNPK-rich junctions recruit lysosomes

Previous studies have suggested that lysosomes can associate with axonal sites of translation^19^ and with ER junctions^20,21^, potentially via LNPK. To directly test for such associations, we performed proximity ligation assays (PLAs) using anti-LNPK in combination with markers of early endosomes (EEA1), lysosomes (LAMP1) or mitochondria (TOMM20) (Fig. 4a). PLA signal was significantly greater with LAMP1 compared to EEA1 or TOMM20, indicating that LNPK-enriched ER regions preferentially associate with lysosomes (Fig. 4b,c). As a specificity control, PLA was performed using anti-LAMP1 and anti-REEP5, an ER protein of similar abundance to LNPK^22^ but with no known lysosomal interactions (Fig. 4c). In this case, only background levels of PLA signal were observed, supporting the conclusion that lysosome association is specific to LNPK-positive ER domains.

**Fig. 4:**
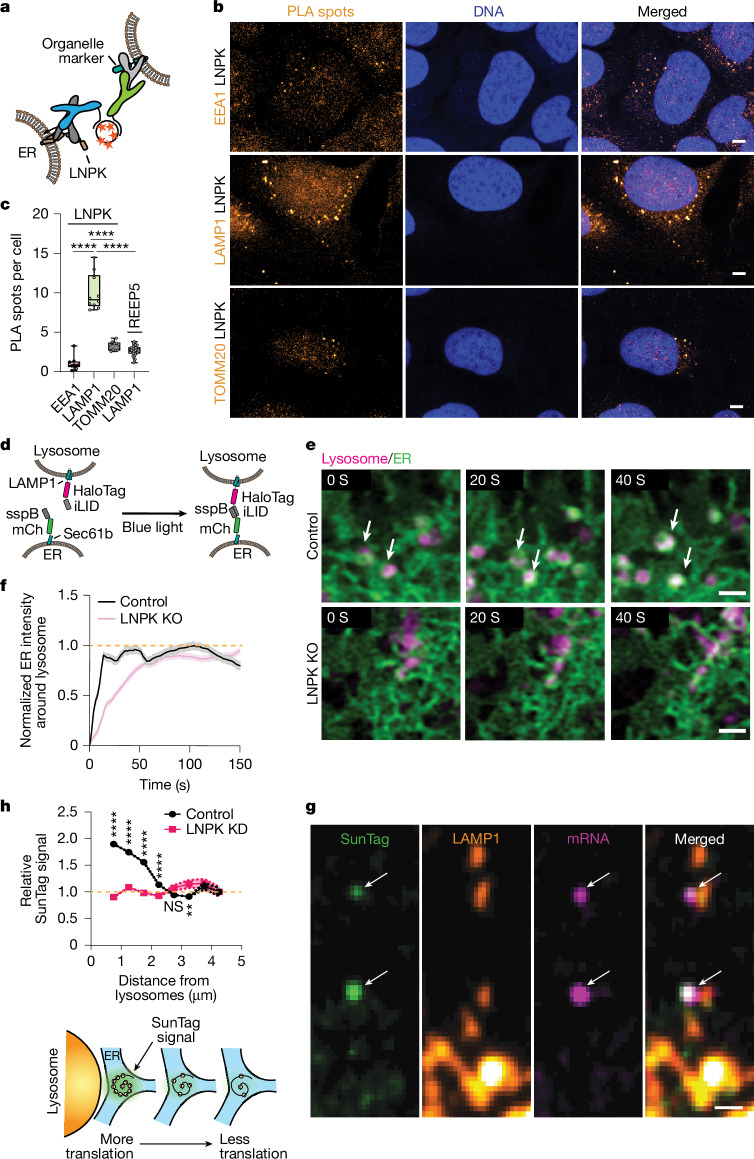
LNPK-enriched ER junctions recruit lysosomes and boost translation. **a**, Schematic of PLA. Anti-LNPK antibody (via oligo-labelled anti-rabbit, blue) and organelle marker antibodies (via oligo-labelled anti-mouse, green) generated proximity signals amplified by rolling circle amplification and visualized with a fluorescent probe (orange). **b**, Representative images from PLA experiment, showing DNA, PLA puncta (orange) and merged views of LNPK antibody with EEA1 (early endosome), LAMP1 (lysosome) or TOMM20 (mitochondria). Scale bars, 5 µm. **c**, Quantification of PLA spots per cell for LNPK with EEA1, LAMP1 and TOMM20, and for LAMP1 with REEP5 (control). Data from 10 fields of view, 3 replicates. Statistical comparisons versus LNPK–LAMP1. Dunnett’s test, ****P < 0.0001. **d**, Schematic of the optogenetic ER–lysosome recruitment tool comprising iLID–Halo–LAMP1 (lysosome) and sspB–mCherry–Sec61β (ER). mCh, mCherry. **e**, Representative images of iLID–Halo–LAMP1 (magenta) and sspB–mCherry–Sec61β (green) during 488 nm activation in control and LNPK-KO cells. Scale bars, 1 µm.** f**, Quantification of ER signal within lysosomal mask over time following activation. Control cells: *t*_1/2_ = 7.9 s; LNPK-KO cells: *t*_1/2_ = 26 s. Shaded areas represent 95% confidence intervals. Orange dashed line indicates a normalized intensity of 1. **g**, Representative images of SunTag, LAMP1, *cytERM-SunTag*–MS2 (mRNA) and merged views. Arrows mark translating mRNAs. Scale bar, 1 µm. **h**, Top, relative SunTag intensity versus distance to lysosomes (binned at 500 nm) for *cytERM–SunTag*–MS2 in control and LNPK-KD cells. Normalized to intensity at 4.25 µm. Shaded areas represent 95% confidence intervals. Orange dashed line indicates a relative SunTag intensity of 1. Multiple unpaired *t*-tests were done, ****P < 0.0001, **P < 0.01. Bottom, schematic showing how lysosome proximity increases SunTag intensity, reflecting higher ribosome occupancy. Source Data

To assess whether LNPK contributes functionally to ER–lysosome tethering, we used an optogenetic recruitment assay with light-inducible iLID–sspB dimerization (Fig. 4d). Cells co-expressing LAMP1–iLID and ER-targeted sspB–Sec61β exhibited rapid lysosome recruitment to the ER following blue-light stimulation (*t*_1/2_ (the time required for the recruitment signal to reach half of its saturation value) = 7.9 s), culminating in the ER wrapping tightly around lysosomes (Fig. 4e,f). By contrast, LNPK-KO cells displayed a markedly slower recruitment (*t*_1/2_ = 26 s) under identical conditions (Fig. 4e,f). Together, these findings indicate that LNPK promotes the efficient formation and stabilization of ER–lysosome contacts.

## Lysosomes are at secretome translation sites

Given that LNPK marks sites of secretome mRNA translation and is positioned near lysosomes, we sought to determine whether lysosomes can associate with active translation sites. Using *cytERM-SunTag*–MS2 reporters alongside fluorescently labelled LAMP1, we observed that translating secretome mRNA puncta often reside adjacent to LAMP1-positive lysosomes (Fig. 4g). Remarkably, the intensity of the SunTag signal was increased when *cytERM-SunTag*–MS2 puncta were in close proximity to lysosomes (Fig. 4h, top), suggesting that secretome mRNAs near lysosomes engage a greater number of ribosomes (Fig. 4h, bottom). Supporting this, *SiT-EGFP*–MS2 exhibiting confined motion, indicative of active translation, was found significantly closer to lysosomes than their highly mobile, non-translating counterparts (Extended Data Fig. 3g). Collectively, these data reveal that enhanced secretome mRNA translation is spatially coordinated at ER subdomains adjacent to lysosomes.

Building on this, we investigated the role of LNPK in facilitating this spatially restricted translation boost. Notably, in LNPK-knockdown (LNPK-KD) cells, the increased SunTag signal normally observed near lysosomes was abolished (Fig. 4h). This contrasts with control cells, where lysosome-adjacent translation sites demonstrated higher ribosome engagement. These findings indicate that LNPK is essential for establishing the specialized ER–lysosome interface that promotes elevated secretome mRNA translation.

## Amino acid starvation links translation to lysosomes

Lysosomes are acidic compartments that degrade engulfed proteins into amino acids^23^, which are then released into the cytoplasm to support cellular functions. We hypothesized that lysosomes might enhance secretome mRNA translation by supplying a local source of amino acids for protein synthesis. Consistent with this idea, disrupting lysosomal protein degradation—either by raising lysosomal pH with chloroquine or by inhibiting lysosomal proteases—significantly diminished *SiT-EGFP* mRNA translation (Fig. 5a).

**Fig. 5:**
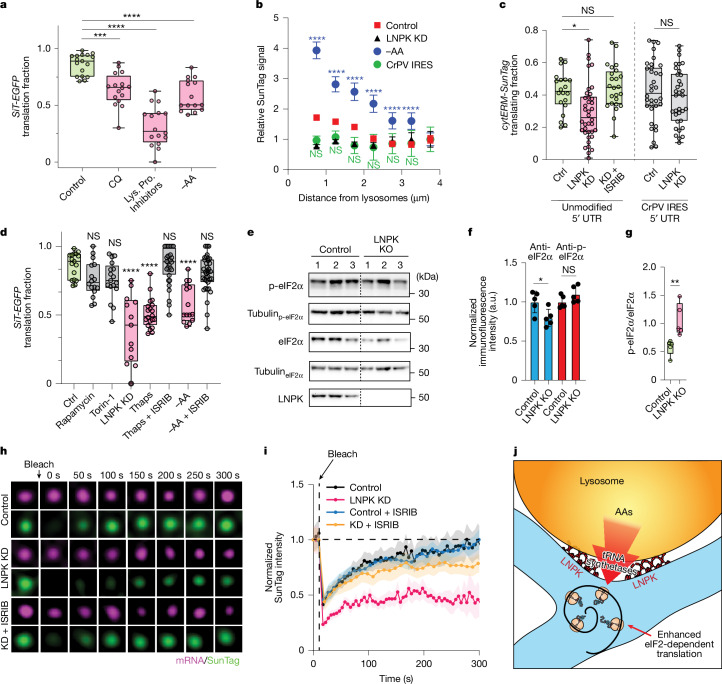
Lysosome activity and LNPK regulate secretome translation via eIF2. **a**, Translating fraction of *SiT-EGFP* mRNA under control conditions, with chloroquine (CQ; 10 µM, 4 h; *n* = 16 cells), lysosomal protease inhibitor (Lys. Pro. Inhibitors; 1 h; *n* = 16) or amino acid starvation (−AA; 16 h; *n* = 15). Comparisons versus control; Dunnett’s test, ***P = 0.0003, ****P < 0.0001. **b**, Relative SunTag intensity versus distance from lysosome (500 nm bins) for *cytERM–SunTag*–MS2 under control conditions, with LNPK knockdown, amino acid depletion or CrPV IRES expression. Shaded areas represent 95% confidence intervals. Comparisons versus LNPK KD; multiple unpaired *t*-tests, ****P < 0.0001. **c**, Left, translating fractions of *cytERM–SunTag* in control (Ctrl; *n* = 20 cells), LNPK-KD cells (*n* = 38) and LNPK-KD cells with 200 nM ISRIB (*n* = 24). Comparisons versus control; Dunnett’s test, *P = 0.0081 (LNPK KD), *P* = 0.7951 (LNPK KD plus ISRIB). Right, translation of *cytERM–SunTag* with CrPV IRES 5′ UTR in control (*n* = 34) and LNPK-KD (*n* = 34) cells. Unpaired two-tailed *t*-test, *P* = 0.3777. **d**, Translating fraction of *SiT-EGFP* mRNA under control conditions, with rapamycin (100 nM, 1 h, *n* = 16), torin-1 (1 µM, 1 h, *n* = 17), LNPK KD (*n* = 13), 1 µM thapsigargin (Thaps; 1 h, *n* = 20), 1 µM thapsigargin plus 200 nM ISRIB (1 h, *n* = 32), amino acid starvation (16 h, *n* = 15), or amino acid starvation plus 200 nM ISRIB (1 h, *n* = 36). Comparisons versus control. Dunnett’s test, ****P < 0.0001. **e**, Western blots of total eIF2α, phosphorylated eIF2α (p-eIF2α), LNPK and tubulin (as loading control) from control and LNPK-KO cells (3 replicates). **f**, Quantification of total eIF2α (blue) and p-eIF2α immunofluorescence in control and LNPK-KO cells. Unpaired two-tailed *t*-test versus control: eIF2α, *P = 0.0346; p-eIF2α, *P* = 0.14. **g**, Ratio of p-eIF2α/eIF2α from immunofluorescence (5 replicates). Unpaired two-tailed *t*-test, **P = 0.0095. **h**, Time-lapse images of FRAP recovery of SunTag (green) at *cytERM–SunTag* MS2 (magenta) in control cells, LNPK-KD cells and LNPK-KD cells treated with ISRIB. Arrows indicate photobleaching sites. **i**, FRAP recovery curves for control (*n* = 31), LNPK-KD (*n* = 31), control plus ISRIB (*n* = 10) and LNPK-KD plus ISRIB (*n* = 32) conditions. The vertical dashed line indicates time of photobleaching and the horizontal dashed line indicates a normalized intensity of 1. Shaded areas represent 95% confidence intervals. **j**, Model showing how LNPK and lysosomes form ER junctional hubs to enhance secretome translation via eIF2-dependent initiation. AAs, amino acids. Source Data

Lysosomal degradation is especially critical during amino acid starvation, when cells rely on lysosome-derived amino acids to sustain protein synthesis^24,25^. To test whether secretome mRNA translation becomes more dependent on lysosome proximity under these conditions, we used the *cytERM-SunTag*–MS2 system to examine the spatial relationship between translating mRNAs and lysosomes upon amino acid deprivation. Notably, the association between secretome mRNA translation and lysosome proximity was markedly enhanced during amino acid starvation, with SunTag signal intensities from *cytERM-SunTag*–MS2 puncta near lysosomes significantly higher compared to control conditions (Fig. 5b). This occurred despite an overall decline in *SiT-EGFP* mRNA translation under amino acid starvation (Fig. 5a, Control versus −AA). Together, these findings reveal that when extracellular amino acids are scarce, the efficiency of secretome mRNA translation becomes increasingly reliant on close proximity to lysosomes, highlighting a specialized spatial coordination between nutrient availability and protein synthesis.

## Lysosomes enhance translation initiation

To uncover the regulatory mechanisms driving enhanced secretome mRNA translation near lysosomes, we focused on translation initiation, the rate-limiting step in mammalian protein synthesis^26^. We engineered the 5′ untranslated region (UTR) of the *cytERM-SunTag*–MS2 reporter to contain the cricket paralysis virus internal ribosome entry site (CrPV IRES), which bypasses nearly all canonical translation initiation controls^27,28^. Expression of this CrPV IRES-containing reporter abolished the lysosome-proximal boost in SunTag signal observed with the unmodified *cytERM-SunTag*–MS2 (Fig. 5b), indicating that the lysosome-associated translation enhancement depends on regulated translation initiation.

Next, we compared translation levels of both reporters in wild-type and LNPK-KD cells (Fig. 5c). Translation of the unmodified *cytERM-SunTag*–MS2 reporter was significantly reduced upon LNPK depletion, whereas the CrPV IRES-containing reporter showed no such impairment. This demonstrates that disruption of LNPK impairs secretome mRNA translation by interfering with translation initiation, and that bypassing initiation control can rescue this defect. Together, these results establish that proximity to lysosomes enhances secretome mRNA translation through an LNPK-dependent pathway that acts at the level of translation initiation.

## ISR-like signalling in LNPK-KD cells

Translation initiation can be modulated by the ISR pathway^26^, which inhibits protein synthesis via eIF2α phosphorylation. To determine whether ISR signalling contributes to the reduced secretome mRNA translation observed in LNPK-KD cells, we tested the effect of ISRIB, an inhibitor that reverses the translational block imposed by eIF2α phosphorylation^26^. Remarkably, ISRIB treatment restored translation of *cytERM-SunTag* mRNA in LNPK KD cells to control levels (Fig. 5c). This recovery mirrored the effects of ISRIB in cells exposed to thapsigargin, which induces global translation repression through ISR activation, or amino acid starvation, which activates both ISR and inhibits mTOR signalling; in both scenarios, ISRIB reversed the translation inhibition of * SiT-EGFP* mRNA (Fig. 5d). These findings indicate that ISR activation lies upstream of the translation defects caused by LNPK depletion.

By contrast, inhibition of mTOR signalling using rapamycin or torin-1, which does not trigger ISR, had no effect on translation of *SiT-EGFP* (Fig. 5d). This highlights that, unlike ISR, mTOR signalling does not significantly regulate secretome mRNA translation, consistent with previous work showing that mTOR primarily controls translation of mRNAs with 5′ terminal oligopyrimidine (TOP) motifs^29,30^, which are largely absent in membrane and secretory mRNAs.

To further probe the connection to ISR, we assessed eIF2α phosphorylation status in LNPK-KO cells. We found an increased ratio of phosphorylated eIF2α to total eIF2α in LNPK-KO cells relative to controls, driven by sustained phosphorylated eIF2α levels alongside decreased total eIF2α (Fig. 5e–g and Extended Data Fig. 4a–d). This supports the notion that eIF2α-dependent translation initiation is impaired in LNPK-deficient cells, linking secretome mRNA translation defects to ISR signalling.

Of note, this LNPK-dependent suppression of eIF2α-mediated translation appears to be distinct from classical ISR activation. Unlike canonical ISR, LNPK depletion selectively diminished synthesis of membrane and secretory proteins without affecting cytosolic proteins (Fig. 3f) and did not induce a robust increase in ATF4, a hallmark ISR effector^31^ (Extended Data Fig. 4c,d). Furthermore, LNPK loss did not trigger the unfolded protein response, as indicated by lack of XBP-1 splicing (Extended Data Fig. 4e). Together, these findings suggest that a non-canonical ISR-like pathway modulates secretome mRNA translation downstream of LNPK.

## ISRIB restores translation after LNPK KD

To directly monitor nascent peptide synthesis of secretome mRNAs in live cells, we performed fluorescence recovery after photobleaching (FRAP) experiments targeting SunTag puncta. In control cells, photobleaching of a single SunTag punctum resulted in full fluorescence recovery to pre-bleach levels within 300 s. This recovery reflected new peptide synthesis rather than antibody exchange, as cycloheximide-treated cells showed minimal fluorescence recovery (Extended Data Fig. 4f). By contrast, LNPK-KD cells exhibited markedly impaired recovery kinetics, with fluorescence failing to return to pre-bleach levels within the same timeframe, indicating that LNPK depletion hinders nascent peptide synthesis from secretome mRNAs.

Notably, treatment of LNPK-KD cells with ISRIB restored the SunTag recovery kinetics to levels resembling control cells (Fig. 5h,i), whereas ISRIB had no effect on recovery kinetics in control cells (Fig. 5i and Extended Data Fig. 4f). These findings demonstrate that ISRIB specifically rescues the translation defects induced by LNPK loss. Given that ISRIB reverses eIF2α-dependent translational repression, the results imply that LNPK regulates nascent peptide synthesis of secretome mRNAs through an eIF2-dependent mechanism.

## Discussion

The spatial organization of mRNA translation within cells has been a longstanding question in cell biology, particularly with respect to secretome mRNAs encoding secretory and membrane proteins. Our study provides evidence that ER junctions enriched in LNPK and associated with lysosomes represent critical organizational hubs for this process, thereby offering a new perspective on how the location and regulation of translation are coordinated.

A key finding is that secretome mRNAs display dynamic localization behaviour depending on their translational state. Prior to engaging the translocation machinery, they move freely along the ER network, but upon initiation of co-translational translocation, they become stabilized at ER junctions. These sites, characterized by their reduced curvature and relatively larger surface area compared with surrounding tubules^32^, could provide a favourable architecture for polysome assembly. This observation challenges the traditional view that ER sheets, particularly those located around the nucleus, are the exclusive sites of membrane protein translation. Instead, peripheral ER junctions emerge as important, spatially distributed hotspots for secretome synthesis, suggesting a more decentralized and flexible organization of the translational landscape than previously appreciated.

Our data further identify LNPK as an essential determinant of this process. LNPK-stabilized junctions support secretome mRNA translation primarily through regulation of initiation. Loss of LNPK reduces translation, an effect that correlates with elevated phosphorylation of eIF2α and can be reversed by ISRIB treatment. Notably, LNPK depletion selectively impairs secretome mRNA translation without inducing other canonical markers of the integrated stress response, pointing to a LNPK-specific mechanism that is related to eIF2-dependent translation regulation but distinct from classical ISR signalling. The resistance of CrPV IRES-driven reporters to LNPK loss further underscores the central role of eIF2-dependent initiation in LNPK-mediated translation regulation.

Perhaps most intriguing is the role of lysosomes in supporting translation at ER junctions. We demonstrate that lysosome proximity correlates with increased ribosome density on secretome mRNAs and that disruption of lysosomal function selectively impairs this translation. The data support a model in which lysosomes contribute localized amino acid pools and may supply tRNA-charging activities that directly fuel co-translational translocation (Fig. 5j). This coupling becomes particularly relevant under nutrient stress, when cells must preserve the synthesis of secretory and membrane proteins that are critical for survival and signalling. The capacity of lysosome-associated junctions to sustain translation during amino acid starvation highlights inter-organelle communication as a determinant of translational resilience.

The broader biological relevance of this mechanism likely extends across multiple cell types. In neurons, where LNPK dysfunction causes developmental defects, the transport of lysosome-associated RNA granules into axons and dendrites^33,34^ raises the possibility that LNPK-enriched ER junctions may couple with the lysosome-associated RNA granules to coordinate local secretory protein synthesis and spatial translation control. Such coupling between ER architecture and RNA transport assemblies offers a potential mechanistic link between membrane organization, spatial regulation of translation and neuronal function. Similarly, LNPK upregulation during B cell differentiation into antibody-secreting plasma cells^35^ suggests a conserved role for this protein in supporting heightened secretory demand. The persistence of some secretory protein synthesis in LNPK-KO cells indicates parallel or compensatory pathways, raising important questions about the interplay between LNPK-dependent and LNPK-independent regulatory mechanisms.

In conclusion, these findings position LNPK and lysosome-associated ER junctions as central nodes in the spatial regulation of secretome mRNA translation. By integrating translation initiation control with nutrient sensing and local amino acid availability, this system establishes a flexible and dynamic framework for tuning protein synthesis to both cellular demands and environmental conditions. Future studies will be critical for delineating how general this mechanism is across diverse cell types and physiological contexts, and for exploring how disruptions in this system contribute to disease states, particularly in the nervous and immune systems.

## Methods

### Cell culture and electroporation

U-2 OS (ATCC) cells were cultured in phenol-red free DMEM supplemented with 10% fetal bovine serum (Corning), 2 mM L-glutamine (Corning), and 100 IU penicillin and 100 µg ml^− 1^ streptomycin (CellGro) at 37 °C and 5% CO_2_. For the tet-inducible system, FBS that was tested free of tetracycline (Cytvia) was used. Cells were grown on either diluted fibronectin (1:100, Millipore) or Matrigel (1:100, Corning)-coated coverslip chambers or sterilized cover glasses (no. 1.5 Round (EMS)). Lonza Electroporation kit with the U-2 OS specific set-up suggested by the company was used for transient transfection, which was performed 16–20 h prior to imaging. In addition, HeLa (ATCC), COS-7 (ATCC), HEK293T (ATCC) and HT1080 (ATCC) cells were cultured and electroporated according to the manufacturer’s instructions. Cells were routinely tested for mycoplasma contamination.

### Plasmids and cloning

A list of plasmids used in this study is provided in Supplementary Table 1.

### Generation of stable cell line and doxycycline induction

To generate lentivirus particles, HEK293T cells were transfected with MCP-GFP, MCP-HaloTag or scFv-sfGFP plasmids, along with viral packaging plasmids. The supernatant was collected 48–72 h after transfection, filtered through a 0.22-µm syringe filter, and concentrated using Lenti-X Concentrator (Takara). U-2 OS cells were exposed to lentiviral particles, and MCP-HaloTag and scFv-sfGFP double positive U-2 OS cells were generated via sequential viral transduction and sorted via fluorescence-activated cell sorting.

To generate cells stably expressing the protein of interest with only MS2 binding sites mRNAs, lentiviral transduction was used on pre-sorted MCP-GFP or MCP-HaloTag positive U-2 OS cells. Cells stably expressing a tet-inducible cytERM–SunTag were generated using the PiggyBac system. MCP-HaloTag/scFv-sfGFP double positive U-2 OS cells were then electroporated with cytERM-SunTag plasmid with hyperactive piggyBac transposase (hyPBase). After 4 days post-electroporation, the cells were selected under 10 µg ml^−1^ Blasticidin S for two weeks. The stable cells expressing MCP-HaloTag/scFv-sfGFP/cytERM–SunTag were induced with 100 ng ml^− 1^ doxycycline 3–5 h prior to imaging.

### Labelling JF dyes with HaloTag ligand and SNAPTag ligand

For cells expressing HaloTag, they were incubated in complete media with 100 nM JF646 HaloTag ligand (JF646-HTL) at 37 °C for 30 min and then washed twice. The rinsed cells were then equilibrated in the media at 37 °C for 30 min prior to imaging. Similar methods were used for PA-JF646-HTL, PA-JF549-HTL, JF549-HTL, JF646-HTL and JF635-HTL.

Cells expressing SNAPTag were incubated in complete media with 250 nM JF549 with chloropyrimidine SNAPTag ligand (JF549-cpSNAP) for 1 h at 37 °C and then washed twice. The rinsed cells were then washed twice again after 30 min to remove residual dyes, and then equilibrated in fresh media at 37 °C for 30 min prior to imaging.

### Reagents for condition screening

Rapamycin (Sigma, 2.5 mg ml^−1^ in DMSO), torin-1 (Cell Signaling, 1 mM in DMSO), cycloheximide (Sigma, 100 mg ml^− 1^ in DMSO), chloroquine (Sigma, 10 mM in H_2_O), thapsigargin (Sigma, 1 mM in DMSO), protease cocktail inhibitor (ThermoFisher) and puromycin (ThermoFisher, 10 mg ml^− 1^ in H_2_O). Amino acid-free medium is composed of amino acid-free DMEM (USBiological), 10% dialysed FBS (ThermoFisher), 4.5 g l^−1^ glucose (Sigma), 110 mg l^−1^ sodium pyruvate (Sigma), 3.7 g l^−1^ sodium bicarbonate (Sigma), 2 mM L-glutamine (Corning), 100 IU penicillin and 100 µg ml^− 1^ streptomycin (CellGro).

### Single-molecule tracking with HILO microscopy

Single molecule tracking of single ribosomes was conducted using a customized Nikon TiE inverted microscope with a split port for simultaneous imaging onto two Andor iXON DU-897 EM-CCD cameras, equipped with a 100× Apo TIRF 1.49 oil-immersion objective (Nikon). U-2 OS cells were co-transfected with L10A-HaloTag plasmid and either mEmerald Sec61b or SNAPf-Sec61b plasmids and imaged after 16 h. These cells were labelled with either PA-JF549-HTL or PA-JF646-HTL/JF549-cpSNAP^36^. A brief pulse of 405 nm laser was used to excite and activate the PA-JF dyes. The incident angle for excitation lasers was manipulated to achieve highly inclined and laminated optical sheet (HILO) illumination. The emission resulting from simultaneous excitation of two fluorophores was split using either T647LPXR (Chroma) or T565LPXR (Chroma) and collected in two Andor iXon EM-CCDs with emission filters: ET525/50 m (Chroma) for GFP, ET605/70 m (Chroma) for PA-JF549 or JF549, and ET700/75 m (Chroma) for PA-JF646.

### Single-particle tracking with spinning-disk confocal microscopy

Single molecule tracking for single mRNAs was conducted using a customized Nikon TiE inverted microscope, outfitted with a Yokogawa spinning-disk scan head (CSU-X1, Yokogawa) and Andor iXON EM-CCD cameras. Fluorescence was collected using a 100× Apo TIRF 1.49 oil-immersion objective (Nikon). For live-cell imaging, cells were imaged in complete medium and incubated with a stage heater (Tokai Hit) at 37 °C and 5% CO_2_. Two-colour imaging was performed similarly to single-molecule tracking, as described above. Three-colour imaging was performed using trigger mode. The emission from 561 and 640 nm excitation was collected sequentially into the same camera using a multi-bandpass emission filter (Chroma, ZET405/488/561/647 m).

### Immunofluorescence and PLA

For immunofluorescence labelling, U-2 OS cells stably expressing MCP–HaloTag, scFv–sfGFP or cytERM–SunTag were plated on Matrigel-coated 12 mm coverslips (EMS) in sterile 24-well tissue-culture graded plates (Corning). The cells were induced with 100 ng ml^− 1^ doxycycline (Sigma) and labelled with JF dyes as described above. The cells were then fixed with 4% (w/v) paraformaldehyde (PFA) + 0.2% glutaraldehyde for 15 min at room temperature. Cells were permeabilized with 0.1% Triton X-100 for 10 min, then treated with 1% BSA (Sigma) in phosphate-buffered saline (PBS) plus 0.05% Tween-20 (PBS-T) for 1 h. The primary antibody (Rabbit Anti-LNPK antibody, Sigma) was added overnight at 4 °C and washed with 1% BSA + PBS-T. The coverslip was incubated with secondary antibodies conjugated with Alexa Fluor 594 (ThermoFisher) for 1 h at room temperature and rinsed with PBS. The coverslip was mounted on a slide and imaged using a Zeiss 980 AiryScan equipped with a 63× objective.

PLA was performed using the Duolink In situ Orange Starter kit Mouse/Rabbit (Sigma). U-2 OS cells were plated on Matrigel-coated 12 mm coverslips (EMS) in sterile 24-well tissue-culture graded plates (Corning). The manufacturer’s protocol was followed, using the following antibodies: rabbit LNPK antibody (Sigma, HPA014205-25), mouse EEA1 antibody (BD Biosciences, 610456), mouse LAMP1 antibody (Abcam, ab25630), mouse TOMM20 antibody (66777-1-Ig) and rabbit REEP5 antibody (ProteinTech, 14643-1-AP).

### Immunoblotting

For immunoblotting, U-2 OS cells were collected by scraping the plate in lysis buffer (25 mM Tris-HCl pH 7.6, 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, 0.1% SDS) supplemented with EDTA-free protease inhibitor cocktail (Roche) and PhoSTOP (Roche), followed by sonication. The lysate was quantified with a BCA kit (ThermoFisher), following the manufacturer’s protocol and diluted using 4× NuPage LDS Sample buffer (ThermoFisher) supplemented with 0.1 M DTT (Sigma Aldrich). The samples were heated in a 95 °C heat block for 10 min. Equal amounts of lysate (~5 μg) were run on 4–12% NuPage Bis-Tris Mini protein gels (ThermoFisher). After electrophoresis, the proteins were transferred onto 0.2 µm Nitrocellulose membranes using the Trans-Blot Turbo system. The membranes were blocked using EveryBlot blocking buffer (Bio-Rad). Primary antibodies were diluted 1:1,000 in the same blocking buffer and incubated overnight at 4 °C with gentle agitation. After washing 3 times with TBS-T, secondary antibody staining was performed for 1 h at room temperature. The membranes were washed with TBS-T and developed with SuperSignal West Pico PLUS Chemiluminescent Substrate (ThermoFisher). The membranes were imaged on ChemiDoc (Bio-Rad) with optimized exposure for signal detection. Primary antibodies used here are: rabbit ATF-4 antibody (Cell Signaling, 11815S), rabbit LNPK antibody (Sigma, HPA014205-25), mouse Tubulin antibody (Millipore, 05-829), rabbit eIF2S1 (phosphor S51) antibody (Abcam, ab32157), and rabbit eIF2S1 antibody (Atlas Antibodies, HPA064885). Secondary antibodies used here are: goat anti-mouse Ig H&L-HRP (Abcam, ab205719) and goat anti-rabbit Ig H&L-HRP (Abcam, ab205718).

### HCR-smFISH

For HCR-smFISH, we designed and purchased oligonucleotides that hybridize to endogenous human *CD9* mRNA from Molecular Instruments. U-2 OS cells transiently transfected with mEmerald–Sec61β were plated on Matrigel-coated 12 mm coverslips in sterile 24-well tissue-culture graded plates. Cells were fixed with 4% (w/v) PFA + 0.2% glutaraldehyde for 15 min at room temperature. Hybridization was performed based on the manufacturer’s protocol for mammalian cells on a coverslip for single-molecule detection. The coverslips were mounted on a glass slide and imaged immediately.

### Single-particle tracking analysis

L10A-HaloTag and mRNA tracking was performed using TrackMate software (FIJI). The resulting trajectories were imported into Matlab using a custom Matlab code to store *x*, *y* and *t*. Displacement of each trajectory was calculated, and each trajectory was categorized based on the mask to classify cytosolic trajectories and remove nuclear localizations using custom Matlab code.

The MSD of the population was calculated by averaging squared displacement (SD) at a given lag time. The apparent diffusion coefficient (*D*_app_) was calculated based on a linear fit of MSD versus lag time using the built-in linear fit module in Matlab, described by equation (1).

1 $$\mathrm{MSD}(\tau )={2nD}_{\mathrm{app}}\tau +4{\sigma }^{2}$$

where *D*_app_ is apparent diffusion coefficient, *τ* is lag time, *n* is number of dimensions (2) and *σ* is localization error. The first four points were used to fit the curve to estimate the apparent diffusion coefficient as many of these trajectories showed a confined diffusion.

Mean square displacement from each trajectory (MSD_*τ*_) was calculated by averaging the SD within the same trajectories. For determining the translationally active population, we analysed trajectories that are longer than 9 steps at 1 Hz and averaged 9 individual SDs to generate MSD_*τ*_, as described in equation (2).

2 $${\mathrm{MSD}}_{\tau }=\frac{{\sum }_{i=1}^{n}({({x}_{i+1}-{x}_{i})}^{2}+{({y}_{i+1}-{y}_{i})}^{2})}{n}$$

### Monte Carlo simulation of Brownian motion

Monte Carlo simulation of random walk was performed using a custom-built Matlab code. For each time step, individual particles choose displacement in each of the three Cartesian directions, and its distribution is defined by the free, 3D diffusion coefficient *D*. The squared displacement of the corresponding Gaussian propagator is sqrt(2*Dt*).

### Motion-based analysis of translating mRNA

Displacements of single trajectories of mRNAs in the cytosol are calculated based on their time progression. Each trajectory longer than 10 steps was used to calculate the mean square displacement in 1 s. Each trajectory was then categorized based on the MSD cut-off of 0.055 µm^2^ based on equation (2). For determining the translation fraction, we calculated by dividing the number of trajectories that are classified as translation by the number of total classified trajectories.

To generate pseudocoloured single-molecule movies, the positions and time-mark from categorized trajectory was mapped onto two blank matrices (*x*,*y*,*t*) where one represents translationally active and the other represents translationally silent mRNAs. The resulted single pixel movies were saved as tagged image file (tif). The gaussian blurring of 50 nm was applied to mimic the localization accuracy of each molecule. The resulted movie was then overlaid on the images of corresponding ER (Sec61β).

### SunTag intensity analysis and FRAP

Foci of scFv_GCN4_-sfGFP signal were localized and quantified using TrackMate. The background signal was subtracted and each (*x*,*y*,*t*) coordinate was correlated to the trajectories of corresponding mRNAs so that the maximum distance away is less than or equal to two pixels. Then, only mRNAs that are in the cytoplasm were selected for analysis. We calculated the translating fraction of mRNA by dividing SunTag(+) mRNAs over all tracked mRNAs in the cytoplasm.

FRAP experiments were performed on a customized Nikon TiE inverted scope equipped with a Yokogawa spinning-disk scan head (CSU-X1, Yokogawa) and Andor iXON EM-CCD cameras. The excitation and emission was performed on 100× Apo TIRF 1.49NA oil-immersion objective (Nikon). Photobleaching was performed using a Bruker Mini-scanner that scans the region of interest. Sequential excitation of 488 and 640 nm laser was performed to collect scFv–sfGFP and MCP–HaloTag signal, respectively through a multi-bandpass emission filter (Chroma, ZET405/488/561/647 nm). The cells were imaged prior to bleaching for 10 consecutive frames and imaged post-bleaching at 5 or 10 s per frame for >5 min. Particles were tracked using Imaris spot tracker (Oxford Instrument) and corresponding bleached SunTag signal was analysed over time.

### Lysosome–SunTag correlation

Lysosomes were tracked using TrackMate with the proper threshold to detect the centre of the lysosome. The distance from the centre of lysosome to each mRNA positions were calculated. The minimum distance from lysosome to each mRNA was then used for analysis. SunTag signals that were quantified during the SunTag intensity analysis was referenced to the minimum lysosome distance. The histogram of average SunTag intensity versus average minimum lysosome distance was quantified by binning the lysosome distance at 500 nm interval, starting from 750 nm to 4.25 µm. The SunTag intensity of the corresponding average lysosome distance binned at a 500-nm interval starting from 750 nm to 4.25 µm was used to generate the histogram.

### Lysosome–ER recruitment and analysis

To optogenetically recruit lysosomes and the ER, we constructed LAMP1–iLID and Sec61β–SspB expression plasmids. Specifically, LAMP1 was fused at its C-terminus to the photosensitive improved light-inducible dimer (iLID) domain, whereas Sec61β (a subunit of the ER Sec61 translocon complex) was fused at its N-terminus to the iLID-binding partner SspB. Distinct fluorescent tags (HaloTag for LAMP1–iLID and mCherry for Sec61β–SspB) were inserted between each protein domain. Optogenetic activation was initiated by exposing U-2 OS cells—either wild-type or lacking endogenous LNPK (LNPK KO)—to 488 nm laser in the region of interest. Time-lapse images were captured every 1–2 s throughout the recruitment assay.

All image processing and analyses were performed using ImageJ/Fiji. Lysosomes were segmented and tracked using the TrackMate plugin with a threshold-based method. Custom MATLAB scripts were then used to measure ER fluorescence intensity within the tracked lysosomal regions over time, and the resulting intensities were normalized for comparative analysis.

### siRNA knockdown and knockdown efficiency

Twenty-five picomoles of small interfering RNAs (siRNAs) targeting *LNPK* or *CLIMP63* (Dharmacon) were transfected into U-2 OS cells using Lipofectamine RNAiMAX (ThermoFisher) in Opti-MEM (ThermoFisher) in a 6-well chamber (Corning). The transfected cells were incubated for 48 to 72 h before imaging. Prior to imaging, the total RNA of the cells from same-day transfection was collected using RNA extraction kits (NEB). The concentration of total RNA was measured using UV spectrometer (ThermoFisher) and performed One-Step quantitative PCR with reverse transcription (RT–qPCR) (NEB) on Roche LightCycler. Knockdown efficiency was calculated based on calculating ΔΔ*C*_*q*_ using *ACTB* mRNA as a standard. The list of primers used for this is listed in Supplementary Table 2.

For quantification of XBP-1 splicing in control, LNPK-KD and LNPK-KO cells under different treatments, we extracted total RNA from the cells using Monarch Total RNA extraction kit (NEB). The concentration of total RNA was measured using Nanodrop (ThermoFisher) and performed One-Step RT–qPCR (NEB) on Roche LightCycler using the provided protocol. The extent of unspliced and spliced transcripts of XBP-1 was quantified based on calculating Δ*C*_*q*_ using total XBP-1 transcript as a standard. The ratio between the estimated fraction of spliced/unspliced XBP-1 was as 2^−Δ*Cq*,spliced^/2^−Δ*Cq*,unspliced^.

### CRISPR knockout of *LNPK*

To generate cells with targeted knockout of human *LNPK*, single guide RNAs (sgRNAs) were designed against *LNPK* (Synthego). The sgRNA sequences (AGCAAAAAAUGGGAGUGUCA, UGUAAACAGAUAGAGAACUG, UCAAGCAUUGGAAGAAUUUA) were then assembled with SpCas9 2NLS Nuclease (Synthego) as per the manufacturer’s instructions. 

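All 3 sgRNAs match exon 4 of 13 of LNPK, and each has 1 exact match next to a PAM in the GRCh38 reference. LNPK lies on the minus strand of chromosome 2 from 175923882 to 176002839, and exon 4 of the transcript LNPK-201 spans 175992231 to 175992418, 188 bp of coding sequence. The first sgRNA matches chromosome 2 from 175992242 to 175992261 on the plus strand, next to the PAM TGG, the second chromosome 2 from 175992317 to 175992336 on the plus strand, next to the PAM AGG, and the third chromosome 2 from 175992394 to 175992413 on the minus strand, next to the PAM GGG. Taking the Cas9 cut 3 bases from the PAM, the cuts fall in codons 77, 52 and 31 of the coding sequence of 1284 bases. The distances between cuts are 75, 63 and 138 bp. The exon reads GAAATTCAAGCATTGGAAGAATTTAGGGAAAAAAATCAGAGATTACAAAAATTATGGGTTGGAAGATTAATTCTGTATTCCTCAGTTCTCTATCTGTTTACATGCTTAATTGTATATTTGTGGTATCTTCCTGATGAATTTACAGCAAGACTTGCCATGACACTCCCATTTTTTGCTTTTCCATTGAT on the coding strand. The alleles of the knockout colonies are not in the deposited counts.

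**Figure D3:**
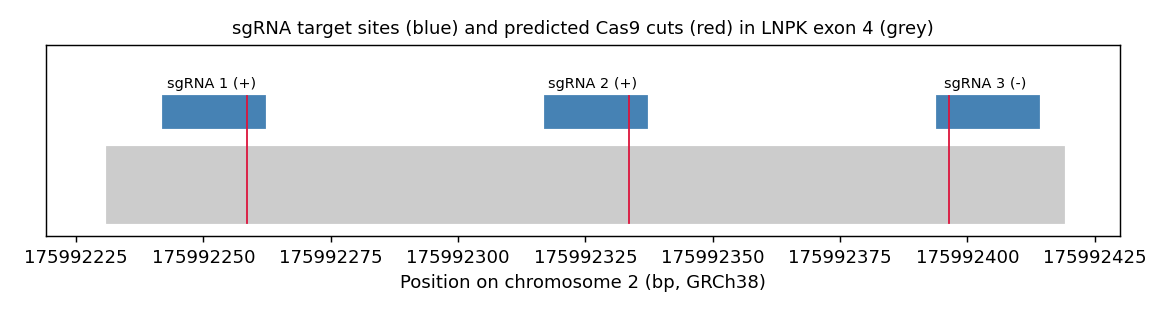
Map of LNPK exon 4 (grey) on chromosome 2 of GRCh38, in bp, with the sgRNA target sites (blue) and the predicted cuts (red lines). All 3 cuts lie inside the exon.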

The resulting sgRNA–Cas9 complex was then electroporated into U-2 OS cells using a Lonza 4D nucleofector programmed for U-2 OS cells. The cells were expanded and cultured for single colonies by diluting them in 96-well plates (Corning). The genome of each expanded colony was then collected using the Monarch Genomic DNA purification kit, and PCR was performed on the purified DNA using primers provided by Synthego (listed in the Supplementary Table 3). The resulting Sanger sequencing data was analysed using Synthego software to identify positive colonies. These colonies were then checked for LNPK expression by collecting the lysate and performing immunofluorescence or immunoblotting as described above.

### Membrane protein extraction and quantification

For whole-cell extract, U-2 OS cells were collected via scraping the plate in lysis buffer (25 mM Tris-HCl pH 7.6, 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, 0.1% SDS) supplemented with EDTA-free protease inhibitor cocktail (Roche) and PhoSTOP (Roche), followed by sonication. Membrane proteins were extracted from one million U-2 OS control and LNPK-KO cells using the Mem-PER PLUS Membrane Protein Extraction Kit (ThermoFisher, 89842) following manufacturer’s protocol. Protein quantification was performed using the Pierce BCA Protein Assay Kit (ThermoFisher, 23225), with absorbance measured at 562 nm using a Tecan 96-well plate reader.

### HPG incorporation assay

The Click-It HPG Alexa Fluor 488 protein synthesis kit (ThermoFisher) was used to perform the HPG incorporation assay. Prior to the addition of HPG (50 µM), U-2 OS cells were incubated with methionine-free DMEM for 1 h. HPG was incorporated into the cells over a period of 1.5 h. As HPG can also be incorporated into mitochondria, a cycloheximide incubation control was incorporated for all tested conditions. To monitor HPG incorporation into the membrane fraction only, HPG-incorporated cells were incubated with a solution containing 0.025% digitonin, 115 mM potassium acetate, 25 mM HEPES pH 7.4, 2.5 mM MgCl_2_, 2 mM EGTA, and 150 mM sucrose for 3 min at 37 °C and proceeded with fixation. For the whole-cell fraction, the cells were fixed using 4% PFA and 0.2% glutaraldehyde for 15 min, and the washing and labelling protocol followed the manufacturer’s instructions. The labelled cells were mounted using VECTASHIELD antifade with DAPI (Vectorlabs), imaged using Zeiss 980 AiryScan, and quantified using CellProfiler. To remove the effect from mitochondrial translation, the quantified signal of each condition was subtracted with the corresponding cycloheximide treatment.

### CDF curve fit

Cumulative distribution function (CDF) curves were fit with a three-component fit (equation (3)):

3 $$\mathrm{CDF}(r)=1-\left({A}_{1}\times {e}^{-\left(\frac{{r}^{2}}{4{D}_{1}t}\right)}+{A}_{2}\times {e}^{-\left(\frac{{r}^{2}}{4{D}_{2}t}\right)}{+A}_{3}\times {e}^{-\left(\frac{{r}^{2}}{4{D}_{3}t}\right)}\right)$$

Where *A*_*x*_ is the fraction of molecules with the diffusion coefficient *D*_*x*_, *D*_*x*_ is the diffusion coefficient of the *x*th diffusive species in μm^2^ s^−1^, *t* is the single lag time in seconds, and *r* is the single displacement in micron.

### RNA extraction from cultured cells

U-2 OS control and LNPK-KO cells were plated in a 6-well dish, briefly washed with PBS, and collected in 1 ml Trizol (Invitrogen, 15596026). Total RNA was extracted following the manufacturer’s protocol (Invitrogen, 15596026), and both the quality and quantity of the RNA were subsequently assessed using an RNA Qubit (Invitrogen) and an Agilent Bioanalyzer.

### RNA sequencing

cDNA was prepared from 1 ng of total RNA as previously described^37^. Reverse transcription was performed using a barcoded 3′ polyT primer containing a unique molecular identifier (UMI), a 5′ template-switch oligo (Integrated DNA Technologies), and Maxima H Minus Reverse Transcriptase (ThermoFisher, EP0752), followed by PCR amplification and cDNA purification.

Tagmentation and library preparation were then conducted with 600 pg of cDNA per sample using a modified Nextera XT (Illumina) protocol with dual-indexed P5NEXTPT5 and i7 primers (IDT). The libraries were purified according to the Nextera XT protocol, quantified by qPCR using the Kapa Library Quantification Kit (Kapa Biosystems), and sequenced on a NextSeq 2000. Read 1 (26 bp) captured the sample barcode and UMI, while read 2 (50 bp) sequenced the 3′ cDNA fragment. A PhiX control library (Illumina) was spiked in at a final concentration of 15% to enhance colour balance in Read 1.

Sequence alignment was performed as described previously^38^. Sequencing adapters were trimmed from the reads using Cutadapt v2.10 prior to alignment with STAR v2.7.5c against the *Homo sapiens* GRCh38 genome assembly from Ensembl. Gene counts were generated using the STARsolo algorithm and subsequently analysed using a version of DESeq2 on MatLab.

### Solvents and chemicals

We used water (Optima, W6–4), acetonitrile (Optima, A9554), methanol (Optima, A454SK-4), formic acid (Pierce, PI28905), acetone (A949-1, Fisher) and RapiGest SF Surfactant (Waters,186001861). Dithiothreitol (DTT, R0861, Thermo scientific), trifluoroacetic acid (TFA, 302031–100 ML), iodoacetamide (IAA, 407710) and ammonium bicarbonate (40867) were purchased from Sigma Aldrich. Trypsin (V5113) was purchased from Promega.

### Membrane protein digestion and desalting

Membrane proteins were precipitated with cold acetone at 1:4 (v:v) ratio, −20 °C overnight. Protein pellets were centrifuged and washed with cold acetone. Residue acetone was then air dried, and the proteins were re-dissolved using 1% RapiGest according to the manufacturer’s protocol. Afterwards, proteins were reduced with 5 mM DTT (65 °C, 30 min) and alkylated using 11 mM IAA at ambient temperature in the dark for 30 min. Trypsin was added at a protein-enzyme ratio of 50:1 for overnight digestion at 37 °C. The digestion was quenched by adding 10% TFA to pH of ~1. The digest was further incubated at 37 °C for 45 min to degrade the RapiGest. The solutions were then centrifuged at 14,000 rpm for 10 min and the supernatant peptides were collected. Desalting of the peptides was performed using C18 ZipTip (Millipore, ZTC18M096) and the eluents were dried using SpeedVac (Thermo Scientific). The samples were stored at –80 °C before being re-suspended in 0.1% formic acid for LC–MS/MS analysis.

### LC–MS/MS analysis

Liquid chromatography separation was performed on a Vanquish Neo System (Thermo Scientific) with an IonOptik Aurora Ultimate C18 column (25 cm length × 75 μm inner diameter × 1.7 μm particle size) at 50 °C and 300 nl min^−1^ flow rate. Mobile phase A consisted of 0.1% formic acid in water. Mobile phase B consisted of 0.1% formic acid in 80% acetonitrile. Eluting peptides were ionized by electrospray ionization and then analysed by an Orbitrap Ascend Tribrid mass spectrometer (tune v.4.1.4244, Thermo Scientific). Ion transfer tube temperature was set to 275 °C. Source positive ion voltage was set to 1,850 V. For single-shot proteomics with data independent acquisition (DIA), the MS1 scan resolution was set to 120,000 (at *m*/*z* 200). MS1 scan range was 400–900 *m*/*z*, AGC target was 225%, maximum injection time mode was set to auto. Precursors were isolated with an isolation width of 12 *m*/*z* covering 145–1,450 *m*/*z*. Precursors were fragmented by HCD at an NCE of 26%. MS2 scans were acquired by Orbitrap with a resolution of 15,000. Maximum injection time was 59 ms for the Ascend.

### Mass spectrometry data processing

For the acquired DIA data, raw files were processed directly using Proteome Discoverer (v.3.1.0.638) with the *H. sapiens* proteome FASTA file (UP000005640). The analysis applied CHIMERYS intelligent search algorithm, allowed for a maximum of one missed cleavage, with cysteine carbamidomethylation (+57.0215 Da) set as a fixed modification, and oxidation (M), phosphorylation (S,T) were selected as variable modifications. The target false discovery rate (FDR) was maintained at 0.01. Fragment mass tolerance was set as 20 ppm.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-025-09718-0.

## Supplementary information

Supplementary Information This file contains uncropped western blot images corresponding to Fig. 5e and Extended Data Fig. 5c,d, Supplementary Figs. 1 and 2 and Supplementary Tables 1–3.

Reporting Summary

Peer Review File

Supplementary Video 1 SiT-EGFP MS2 mRNA (red) on ER marked by SNAPf-Sec61β (cyan) in U-2 OS cells. Time is in second. The scale bar represents 5 µm.

Supplementary Video 2 Categorized SiT-EGFP MS2 mRNA on ER marked by SNAPf-Sec61β (yellow) in U-2 OS cells. Magenta represents SiT-EGFP MS2 mRNAs with MSD_τ=1sec_ >0.055 µm^2^. Green represents SiT-EGFP MS2 mRNAs with MSD_τ=1sec_ <0.055 µm^2^. Time is in second. The scale bar represents 5 µm.

Supplementary Video 3 Categorized SiT-EGFP MS2 mRNA on ER marked by SNAPf-Sec61β (yellow) in U-2 OS cells under puromycin treatment. Magenta represents SiT-EGFP MS2 mRNAs with MSD_τ=1sec_ >0.055 µm^2^. Green represents SiT-EGFP MS2 mRNAs with MSD_τ=1sec_ <0.055 µm^2^. Time is in second. The scale bar represents 5 µm.

Supplementary Video 4 SUNTAG(+) cytERM-SUNTAG MS2 mRNA movie. Anti-GCN4 scFv-sfGFP (SUNTAG, Green) and MCP-Halo (RNA, Magenta). Time is in second. The scale bar represents 1 µm.

Supplementary Video 5 SUNTAG(-) cytERM-SUNTAG MS2 mRNA movie. Anti-GCN4 scFv-sfGFP (SUNTAG, Green) and MCP-Halo (RNA, Magenta). Time is in second. The scale bar represents 1 µm.

Supplementary Video 6 cytERM-SUNTAG MS2 mRNA movie under puromycin treatment. Anti-GCN4 scFv-sfGFP (SUNTAG, Green) and MCP-Halo (RNA, Magenta). Time is in second. The scale bar represents 1 µm.

Supplementary Video 7 SUNTAG-Sec61β MS2 mRNA movie. Anti-GCN4 scFv-sfGFP (SUNTAG, Green) and MCP-Halo (RNA, Magenta). Time is in second. The scale bar represents 1 µm.

Supplementary Video 8 iLID-Halo-LAMP1 (magenta) and sspB-mCherry-Sec61β (green) localization in control U-2-OS cells. Time is in second. The scale bar represents 1 µm. The recruitment by exposing 488 nm was performed at t = 0 sec.

Supplementary Video 9 iLID-Halo-LAMP1 (magenta) and sspB-mCherry-Sec61β (green) localization in Lunapark KO U-2-OS cells. Time is in second. The scale bar represents 1 µm. The recruitment by exposing 488 nm was performed at t = 0 sec.

## Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 4

## Figures and Tables

**Extended Data Fig. 1:**
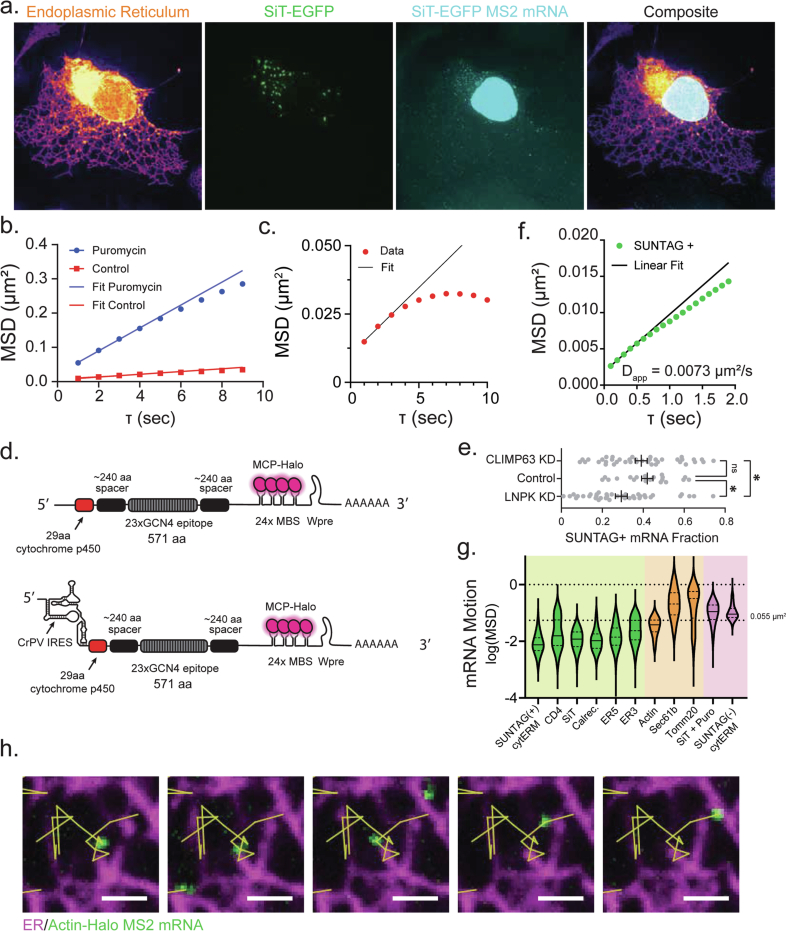
Motion distinguishes translating from nontranslating secretome mRNAs. **a**, Golgi-like distribution of SiT-EGFP MS2 mRNA in U-2 OS cells. SiT-EGFP (green), MS2 (cyan), ER (orange). **b**, Mean squared displacement (MSD, µm^2^) vs lag time (τ, sec) for SiT-EGFP MS2 mRNAs under control (red) or puromycin (blue). Fitted curves: D_control_ = 0.004 µm^2^/s, D_puro_ = 0.033 µm^2^/s. **c**, MSD vs lag time of SiT-EGFP MS2 trajectories classified as translating (MSD_τ=1sec_ < 0.055 µm^2^). **d**, Schematic of cytERM-SUNTAG MS2 construct (upper) and CrPV IRES cytERM-SUNTAG MS2 (lower). **e**, Boxplot of translating fractions of unmodified cytERM-SUNTAG MS2 in control (N = 20 cells), LNPK KD (N = 38), and CLIMP63 KD (N = 39). **f**, MSD vs lag time of SUNTAG(+) cytERM-SUNTAG MS2 mRNAs, fitted Dapp=0.007 µm^2^/s. **g**, Violin plots of log(MSD_τ=1sec_) for SUNTAG(+) cytERM-SUNTAG MS2 (n = 72), CD4-EGFP MS2 (n = 251), SiT-EGFP MS2 (n = 1616), Calreticulin-mEmerald MS2 (n = 250), ER5-mEmerald MS2 (n = 1155), ER3-mEmerald MS2 (n = 2475), β-actin-Halo MS2 (n = 100), SUNTAG-Sec61β MS2 (n = 314), TOMM20-Halo MS2 (n = 233), SiT+puromycin (n = 1608), and SUNTAG(–) cytERM-SUNTAG MS2 (n = 680). Red dotted line, MSD = 0.055 µm^2^. **h**, Time-lapse images of Actin-Halo MS2 mRNA (green) and ER (magenta). Scale bars, 1 µm. Source Data

**Extended Data Fig. 2:**
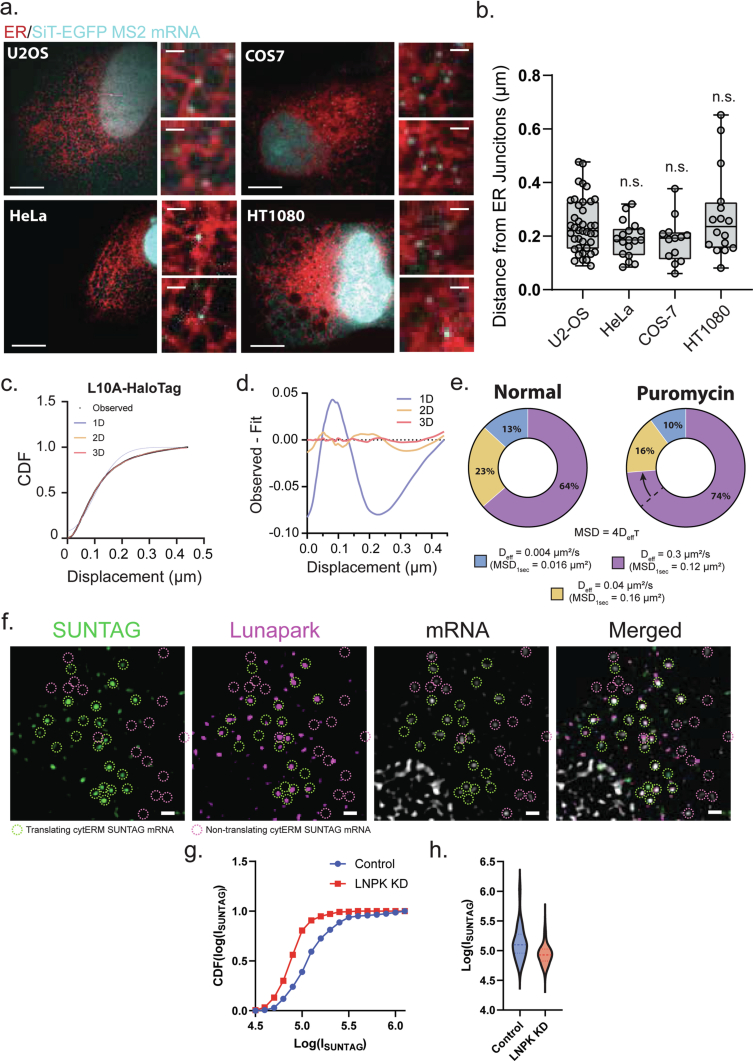
Translating mRNAs and ribosomes localize at ER junctions with LNPK. **a**, Wide-field images of SiT-EGFP MS2 mRNAs (cyan) and ER (red) in U-2 OS, COS7, HeLa, and HT1080 cells. Large image scale bars, 10 µm; inset, 1 µm. **b**, Box plots of average distance of translating SiT-EGFP MS2 mRNAs (MSDτ = 1 sec<0.055 µm^2^) to nearest ER junctions in U-2 OS, HeLa, COS7, and HT1080. Each dot, single cell mean. **c**, Cumulative distribution function (CDF) fitting of L10a-HaloTag ribosome displacements in control cells. Fits: one coefficient (1D, purple), two (2D, yellow), three (3D, red). **d**, Residual plots of observed vs fitted data (from c). **e**, Circular graph of ribosome mobility states in control vs puromycin-treated cells. Fractions: slow D = 0.004 µm^2^/s (blue), medium D = 0.04 µm^2^/s (yellow), fast D = 0.3 µm^2^/s (purple). **f**, Wide-field image of cytERM-SUNTAG MS2 mRNAs (gray), SUNTAG signal (green), and anti-LNPK staining (magenta). Translating puncta circled (green dotted); non-translating puncta circled (magenta). Scale bars, 1 µm. **g**, Cumulative distribution function of log_10_ SUNTAG intensity of cytERM-SUNTAG MS2 mRNAs in control vs LNPK KD cells. **h**, Distribution of log_10_ SUNTAG intensities from cytERM-SUNTAG MS2 puncta in control vs LNPK KD cells. Source Data

**Extended Data Fig. 3:**
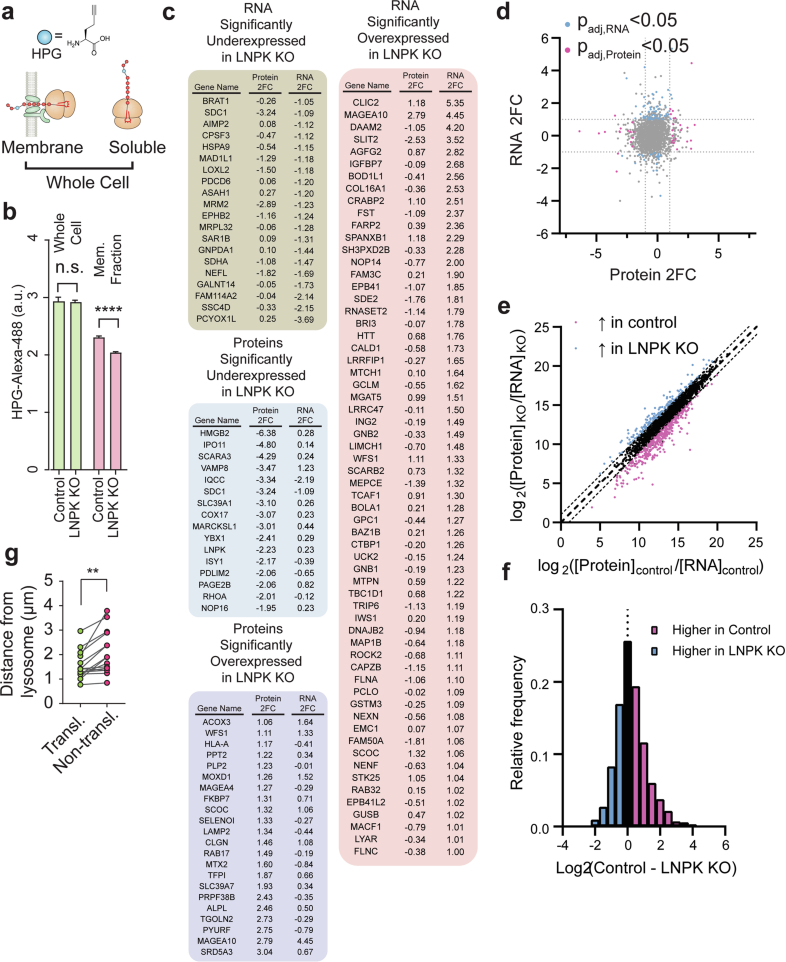
LNPK loss reduces membrane protein synthesis and translation near lysosomes. **a**, Schematic of L-homopropargylglycine (HPG) incorporation assay to label newly synthesized proteins in whole-cell and membrane fractions. **b**, Click-labeled Alexa-488-HPG signal in whole-cell and digitonin-extracted membrane fractions of control (green) and LNPK KO U-2 OS cells (magenta). Whole-cell: no significant difference (unpaired two-tailed t-test, P = 0.8492). Membrane fraction: significant reduction in LNPK KO (****P < 0.0001). **c**, Tables of proteins and mRNAs differentially regulated in LNPK KO cells ( ≥ 2-fold change in protein or RNA, adjusted P < 0.05). **d**, Scatter plot of protein fold-change (Protein 2FC, LNPK KO/WT) vs RNA fold-change (RNA 2FC, LNPK KO/WT). Pink, proteins with adjusted P < 0.05; blue, mRNAs with adjusted P < 0.05. Dotted line, 2-fold threshold. **e**, Log_2_ protein/mRNA ratios in KO vs WT. Central dotted line, 1:1 ratio; flanking dotted lines, 2-fold boundaries. Pink dots, higher in control; blue, higher in LNPK KO. **f**, Histogram of log_2_ difference in protein/mRNA ratio between KO and control. Pink bars, genes with higher ratios in control; blue bars, higher ratios in LNPK KO. **g**, The average distance between SiT-EGFP mRNA and the nearest lysosome (µm) of translating (T, green) and non-translating (NT, red) mRNA. Each line represents the same cell. N = 15 cells. Source Data

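In LNPK-KO cells genes of the actin cytoskeleton were higher and genes of glycolysis and the hypoxia response and of the mitochondrial genome were lower by the planned set test, camera, and no list passed with an estimated correlation (adjusted p = 0.061, 0.25 and 0.635). Most members of each list did not pass singly. At an adjusted p under 0.05 from edgeR, 333 of 9179 genes differed, 188 higher and 145 lower, and 195 of them changed at least 2-fold, 126 higher and 69 lower. The tests use the spread between cultures, so differences between edited colonies and the unedited control cells cannot be told from LNPK loss. Of 61 actin cytoskeleton genes there were 18 higher, 1 lower and 42 not past the threshold (24 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of 0.45. The actin-binding proteins CALD1 (log2 fold change 1.77, standard error 0.17, adjusted p = 1.01e-05) and TAGLN (log2 fold change 2.91, standard error 0.35, adjusted p = 0.000111) rose, and so did the LIM protein TRIP6 (log2 fold change 1.22), whereas the tropomyosin TPM1 fell (log2 fold change -0.89). Of 24 genes of glycolysis and the hypoxia response there were 0 higher, 4 lower and 20 not past the threshold (0 higher and 6 lower when adjusted over the list alone). The lower genes over all tested were the glycolytic enzymes GAPDH (log2 fold change -0.69), TPI1 (-0.77), PKM (-0.51) and PGAM1 (-0.75), some of which have pseudogenes that may share reads. PKM passed in 3 and PGAM1 in 1 of the 6 fits without 1 replicate. Of 13 mitochondrially encoded genes there were 0 higher, 3 lower and 10 not past the threshold (0 higher and 5 lower when adjusted over the list alone), and MT-ND4, a subunit of complex I, had a log2 fold change of -0.61.
These 3 lists passed camera (adjusted p = 6.78e-09, 0.00166 and 0.0127 in the order given). With fry the first 2 passed and the mitochondrial list did not (adjusted p = 0.184), and the mitochondrial list did not pass camera without LNPK-KO replicate 2 (adjusted p = 0.13). Under scaling on spike-in RNA the median of the actin list was 0.16 and the list passed, and the other 2 lists did not, with medians of -0.52 and -0.60 (without it -0.23 and -0.28), where the median of all genes was -0.27.
Within the table of all samples, which leaves out some genes silent in control replicate 1, the largest increases included A2M, a protease inhibitor, with 1 count in all controls and 57 in all LNPK-KO libraries (ratio 64.2, 95% counting interval 11.1 to 2579). MAGEA10, a cancer-testis antigen, was at 52.6 ± 6.87 CPM (SD, n = 3) in LNPK-KO cells and 2.35 ± 2.2 CPM (SD, n = 3) in control cells. The rest of the 10 largest increases were TAF5, a subunit of TFIID (4.13), the formin DAAM2 (4.08), the GTPase RAC2 (3.81), the transcript AC113383.1 (3.68), the X-linked FAM133A (3.51), the inflammasome sensor NLRP1 (3.47), the noncoding RNA LINC00665 (3.04) and the transcription factor ATF5 (3.02). Among the decreases, GPAT2, an acyltransferase, had 110 counts in the controls and none in LNPK-KO cells, at least 32.6-fold lower against a floor of 3 counts over the group. ENOSF1, which overlaps TYMS, was at least 21-fold lower by the same floor. CNIH3, a cornichon protein of ER export, had 44 counts against 1 (ratio 0.0256, 95% counting interval 0.000634 to 0.15). The rest of the 10 largest decreases were the secreted serpin SERPINF1 (-4.00), the growth factor PDGFC (-3.90), the serotonin receptor HTR1D (-3.52), the oxidase-like PCYOX1L (-3.45), the zinc transporter SLC30A3 (-3.33), the zinc-finger protein TRAFD1 (-3.19) and KRTAP2-3 (-3.17), whose close paralogs make its reads uncertain. Of these 20 genes, 6 (A2M, MAGEA10, RAC2, GPAT2, ENOSF1 and KRTAP2-3) passed in all 6 fits without 1 replicate, and NLRP1, CNIH3, HTR1D and PCYOX1L passed in none (lowest adjusted p = 0.0542, 0.0694, 0.053 and 0.0614). Over these fits the log2 fold change of FAM133A, with 9 of its 10 control counts in control replicate 3, ran from 2.96 to 5.90 and that of PDGFC from -7.47 to -3.39. Of the 80 tested genes in the RNA part of Extended Data Fig. 3c, 80 had the sign listed and 63 passed (80 when adjusted over the list alone, a list the study chose on these samples and so not independent evidence).
By chromosome, genes on chromosomes 22 (median log2 fold change 0.34, 18 higher and 1 lower) and 4 (median 0.34, 23 higher and 1 lower) were higher, and those on chromosome 15 (median -0.23) and of the mitochondrial genome (median -0.39) were lower. With an estimated correlation chromosome 4 passed (adjusted p = 0.0142) and chromosomes 22, 15 and M did not (adjusted p = 0.0504, 0.0679 and 0.209). On chromosome 22 the galectin LGALS1 (0.70), the fibulin FBLN1 (1.76) and the metalloprotease inhibitor TIMP3 (2.49) rose. On chromosome 4 the fork-protection factor BOD1L1 (2.58), the secreted IGFBP7 (2.71) and the cyclin CCNI (0.81) rose. On chromosome 15 the PCNA-associated factor PCLAF (-0.98) fell with TPM1 and SRP14.
The 333 calls were 56.5% higher, against 37.5% of 16 calls under scaling on spike-in RNA. Fits without 1 replicate tested other numbers of genes. They called 114 genes (109 of the 333) without control replicate 1, 144 genes (138 of the 333) without control replicate 2, 115 genes (108 of the 333) without control replicate 3, 327 genes (237 of the 333) without LNPK-KO replicate 1, 153 genes (142 of the 333) without LNPK-KO replicate 2 and 162 genes (157 of the 333) without LNPK-KO replicate 3.

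**Figure D4:**
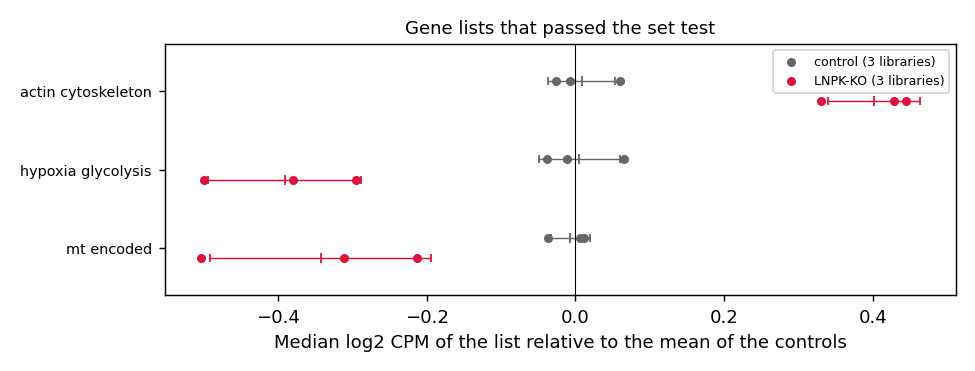
Median log2 CPM of the 3 lists in each of 3 control (grey) and 3 LNPK-KO (red) libraries, relative to the mean of the controls, with the mean and SD of each group. In each list the 3 LNPK-KO libraries lie on 1 side of the 3 controls.

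**Figure D5:**
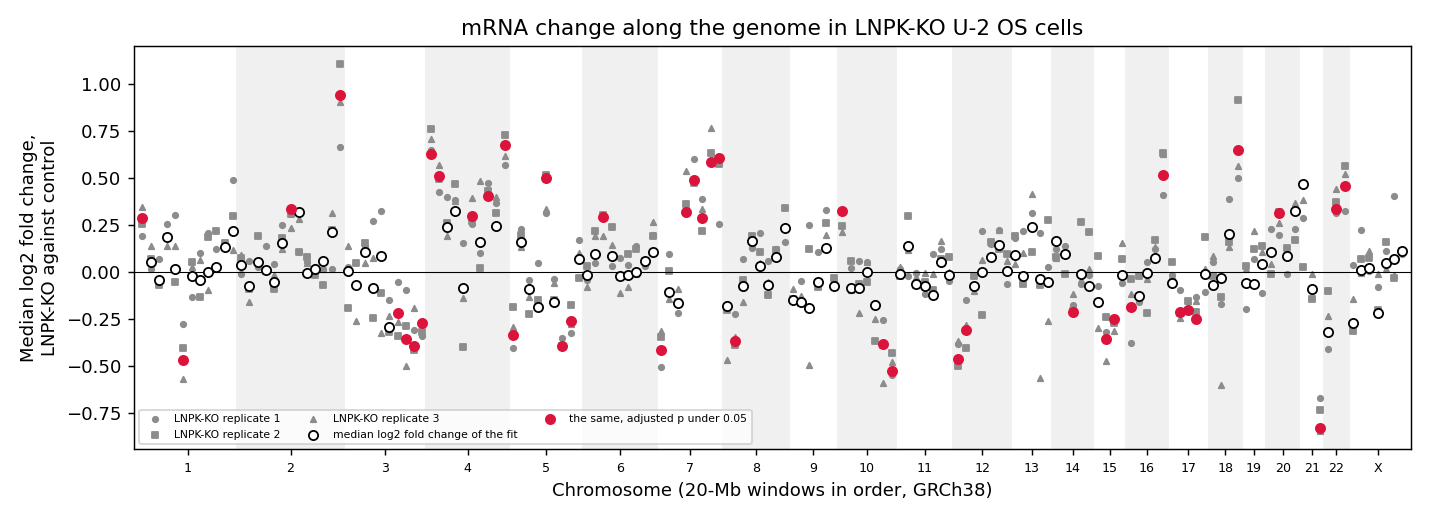
Median log2 fold change of tested genes in 20-Mb windows along the chromosomes of GRCh38, from the edgeR fit (circles, red where the adjusted p is under 0.05) and for LNPK-KO replicates 1, 2 and 3 against the mean of the controls (grey). Windows at both ends of chromosome 4 and at the distal ends of chromosomes 7 and 22 lie above 0, and 1 at the end of chromosome 21 lies at -0.83.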

**Extended Data Fig. 4:**
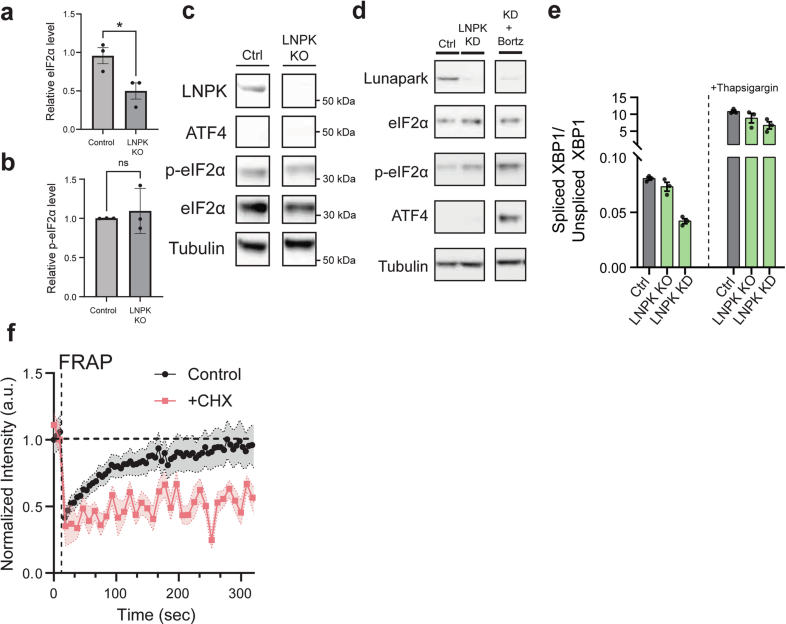
LNPK depletion alters eIF2 signaling and translation recovery. **a**, Relative eIF2α levels (normalized to tubulin) in control and LNPK KO U-2 OS cells. Unpaired two-tailed t-test, P = 0.037. **b**, Relative phosphorylated eIF2α (p-eIF2α) levels in control and LNPK KO cells. Unpaired two-tailed t-test, P = 0.14. **c**, Immunoblots of ATF4, Tubulin, eIF2α, and p-eIF2α from control (WT), LNPK KO, and U-2 OS cells treated with bortezomib (100 nM, 4 h). All blots imaged under identical conditions. **d**, Western blots of LNPK, eIF2α, p-eIF2α, ATF4, and Tubulin from control siRNA, LNPK siRNA (LNPK KD), and LNPK siRNA+bortezomib (100 nM, 4 h). **e**, qPCR quantification of spliced/unspliced XBP-1 ratio in control, LNPK KO, and LNPK KD cells, with or without thapsigargin (1 µM, 1 h). Data show no induction of unfolded protein response by LNPK loss. **f**, FRAP recovery of cytERM-SUNTAG MS2 puncta in control cells (black, n = 32) vs cycloheximide-treated cells (red, n = 10). Recovery is blocked by cycloheximide, confirming fluorescence recovery reflects new peptide synthesis rather than antibody exchange. Source Data

## Data Availability

Source data underlying all graphs are provided with the paper in FigShare (10.25378/janelia.30182434 (ref. ^39^)). Datasets of single-molecule imaging datasets (HILO and spinning-disk confocal movies of MS2- and SunTag-labelled secretome mRNAs, ribosome tracking and lysosome recruitment assays), processed particle tracking files, and quantified FRAP measurements have been deposited in FigShare (10.25378/janelia.30182434 (ref. ^39^)). Uncropped gel and blot images corresponding to Fig. 5e and Extended Data Fig. 4 are provided in Supplementary Information. All listed plasmids are deposited to Addgene. Raw and processed RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) under accession GSE309254. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD068879. Source data are provided with this paper.

## Code availability

Custom analysis code used in this study is available in FigShare (10.25378/janelia.30182434 (ref. ^39^)).

# Supplementary material for: Secretome translation shaped by lysosomes and lunapark-marked ER junctions
**Source:** Nature. 2025 Nov 5;649(8095):227–36. doi: 10.1038/s41586-025-09718-0
**Supplement:** Supplementary file 1 — This file contains uncropped western blot images corresponding to Fig. 5e and Extended Data Fig. 5c,d, Supplementary Figs. 1 and 2 and Supplementary Tables 1–3.

Supplementary information

**Secretome translation shaped by lysosomes
and lunapark-marked ER junctions**

In the format provided by the
authors and unedited

Supplementary Information

- I.   Uncropped images of western blot for Fig. 5e
- II.   Uncropped images of western blot for Extended Data Fig. 5c
- III.   Uncropped images of western blot for Extended Data Fig. 5d
- IV.   Motion-based analysis and its assumptions
  - a.   Supplementary Fig. 1
  - b.   Supplementary Fig. 2
- V.   Supplementary Tables
  - a.   Supplementary Table 1. List of Plasmids for this study
  - b.   Supplementary Table 2. siRNA and qPCR primers used for this study
  - c.   Supplementary Table 3. Single guide RNAs for generating Lunapark KO U-2 OS cells
- VI.   Supplementary Videos
  - a.   Supplementary Video 1
  - b.   Supplementary Video 2
  - c.   Supplementary Video 3
  - d.   Supplementary Video 4
  - e.   Supplementary Video 5
  - f.   Supplementary Video 6
  - g.   Supplementary Video 7
  - h.   Supplementary Video 8
  - i.   Supplementary Video 9

I. Uncropped images of western blot for Fig. 5e

anti-tubulin for p-eIF2S1

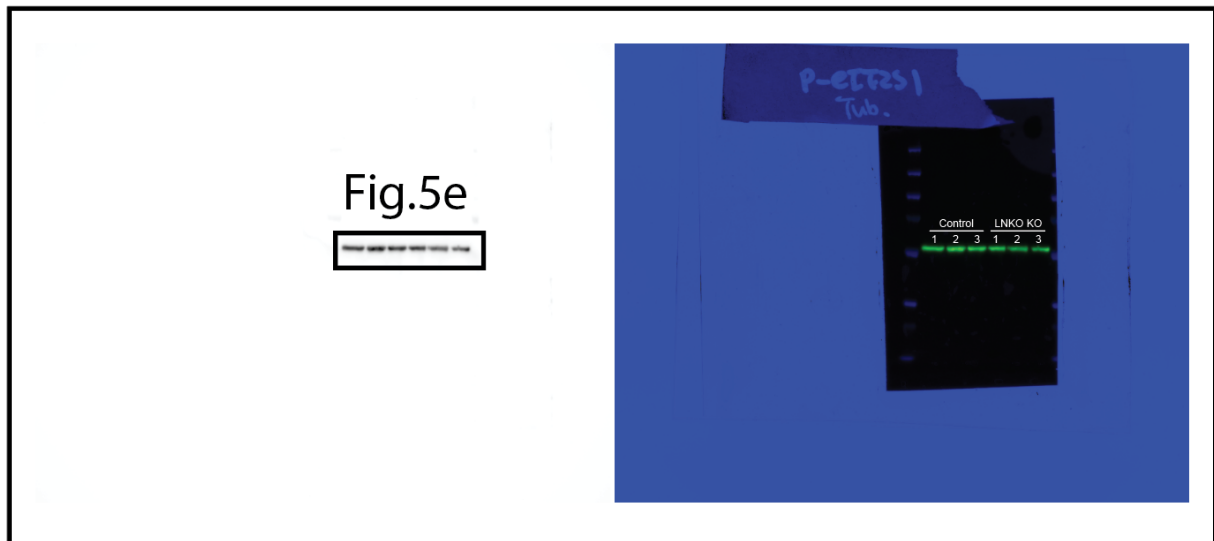

anti-p-eIF2S1

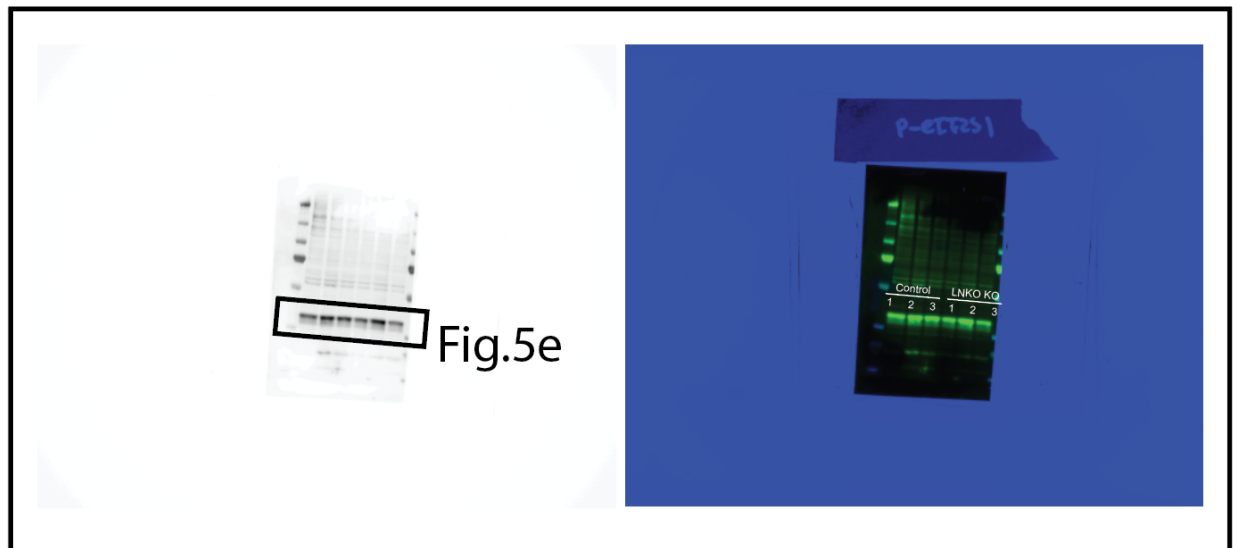

anti-tubulin for eIF2S1

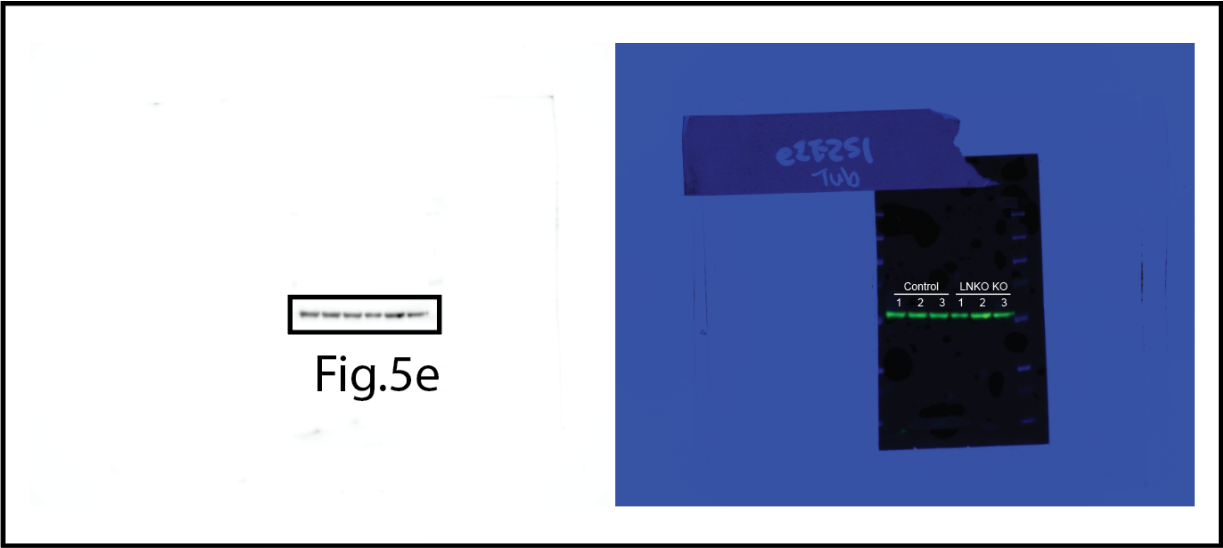

anti-eIF2S1

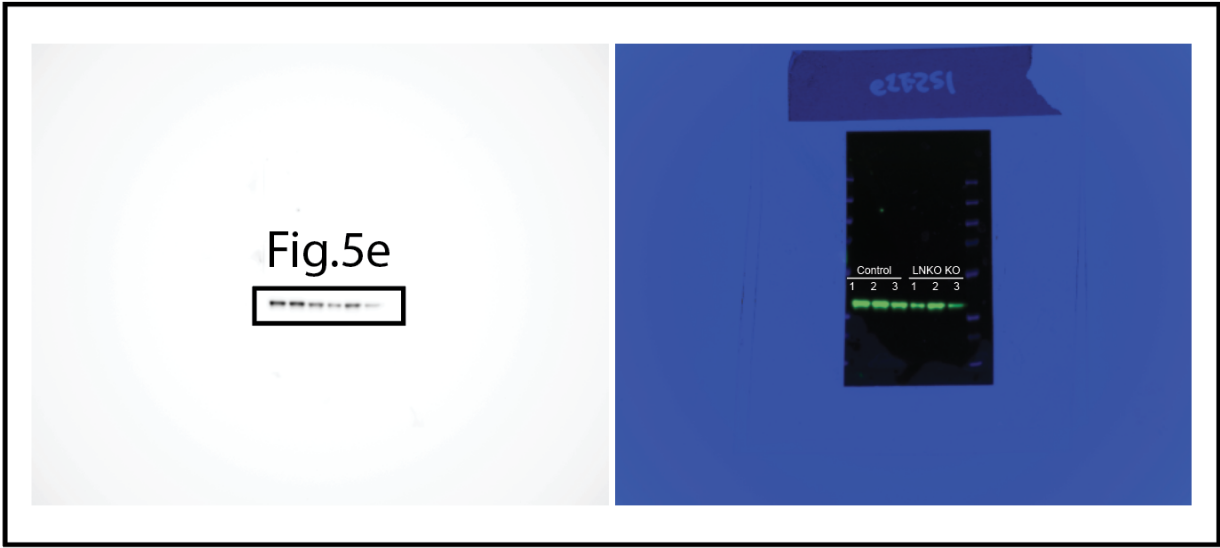

anti-tubulin for LNPK

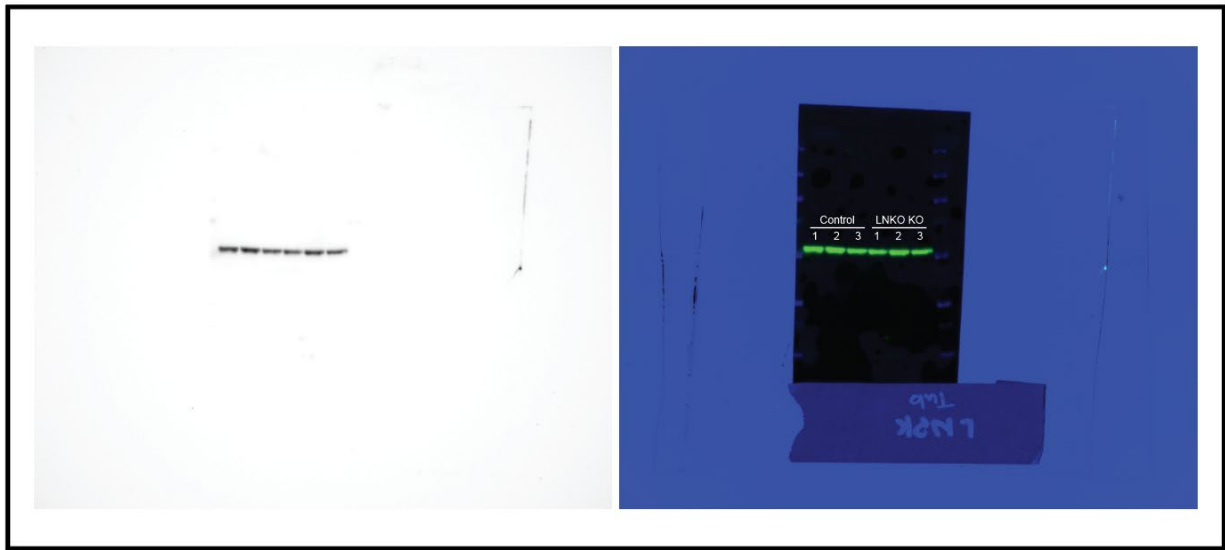

anti-LNPK

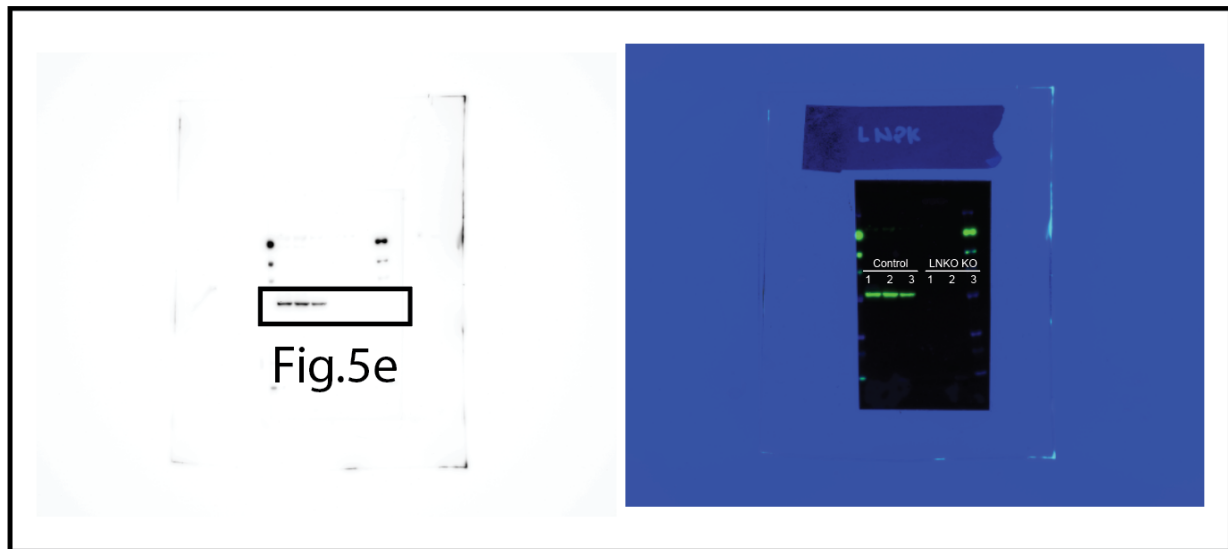

II. Uncropped images of western blot for Extended Data Fig. 5c

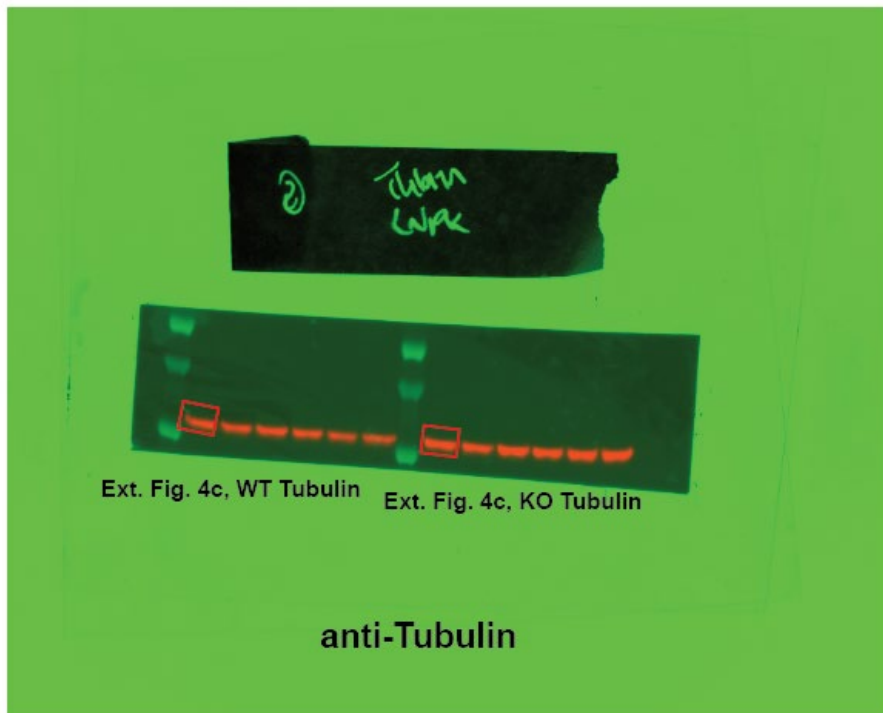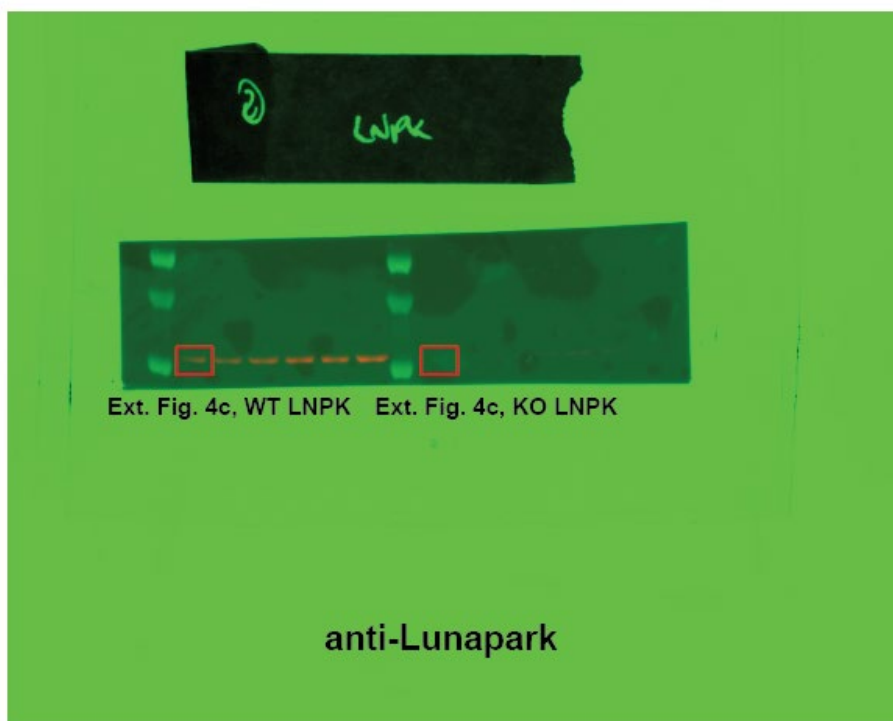

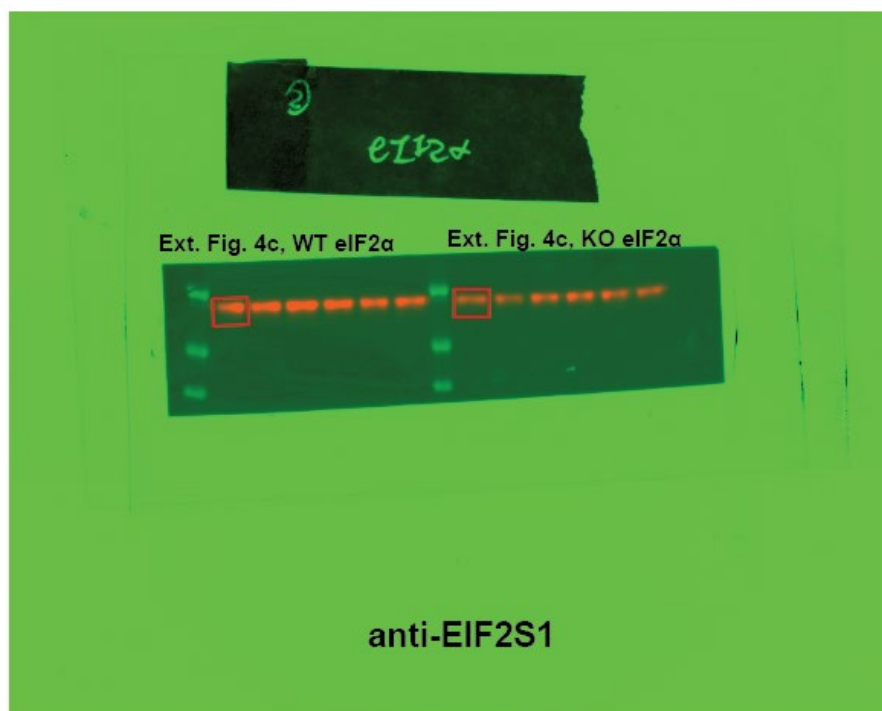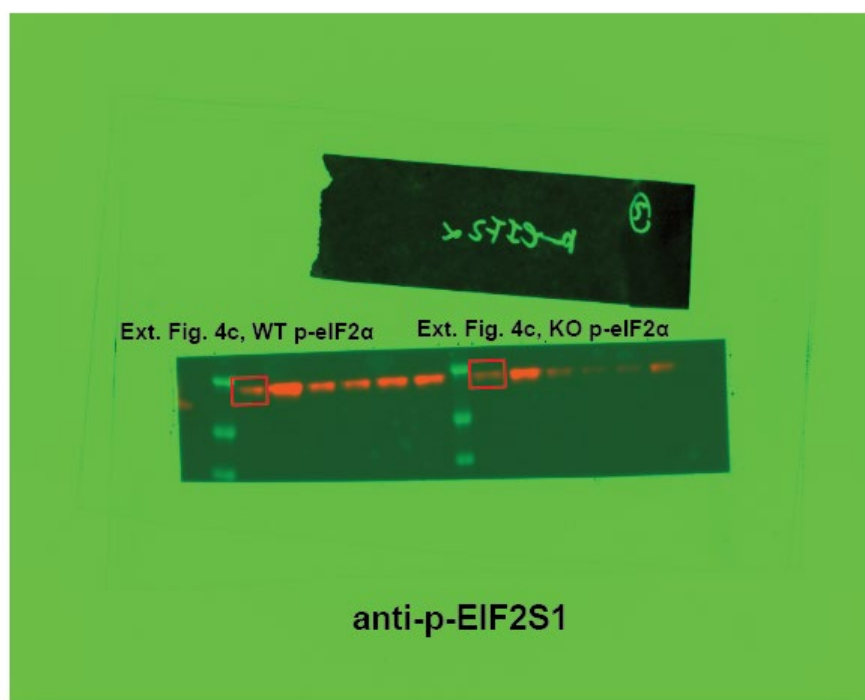

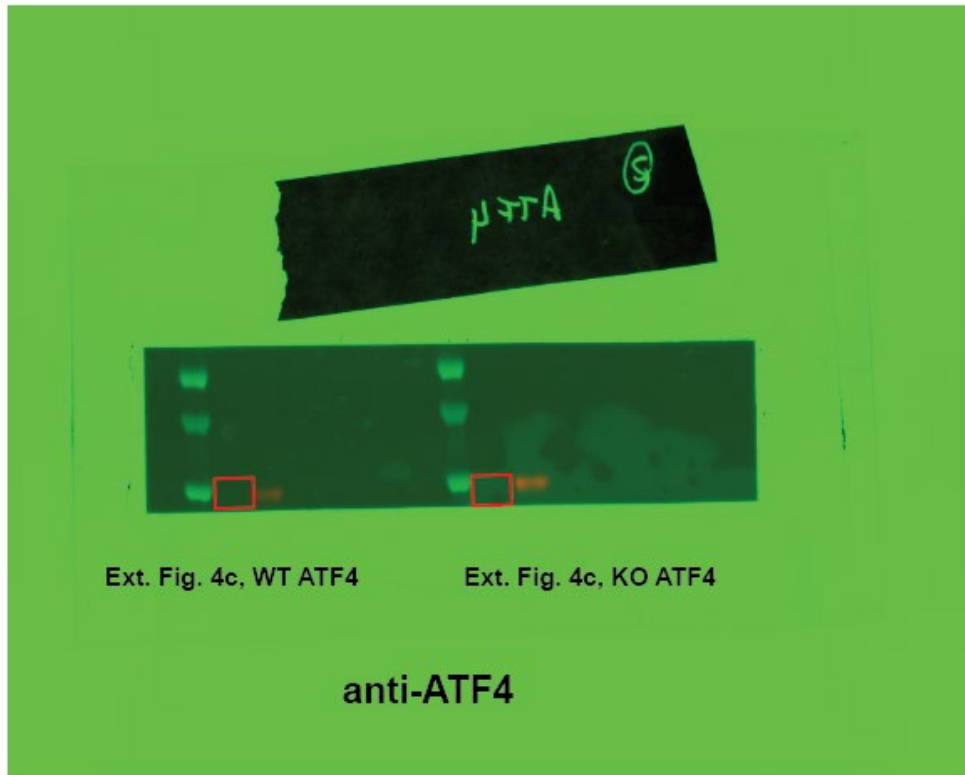

III. Uncropped images of western blot for Extended Data Fig. 5d

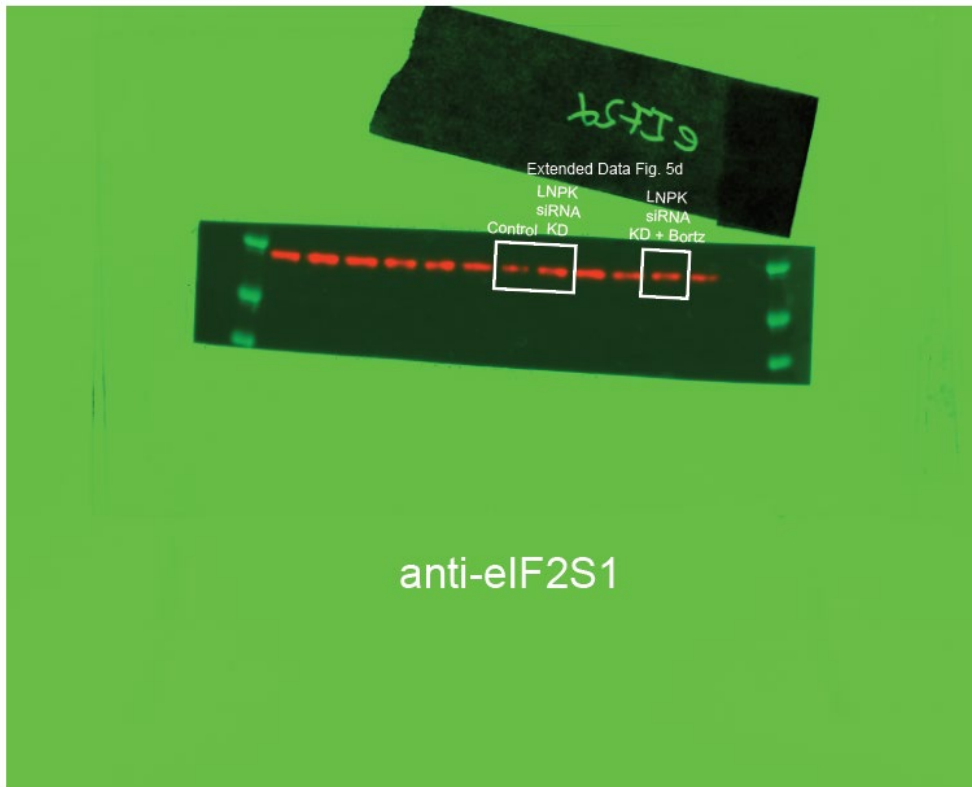

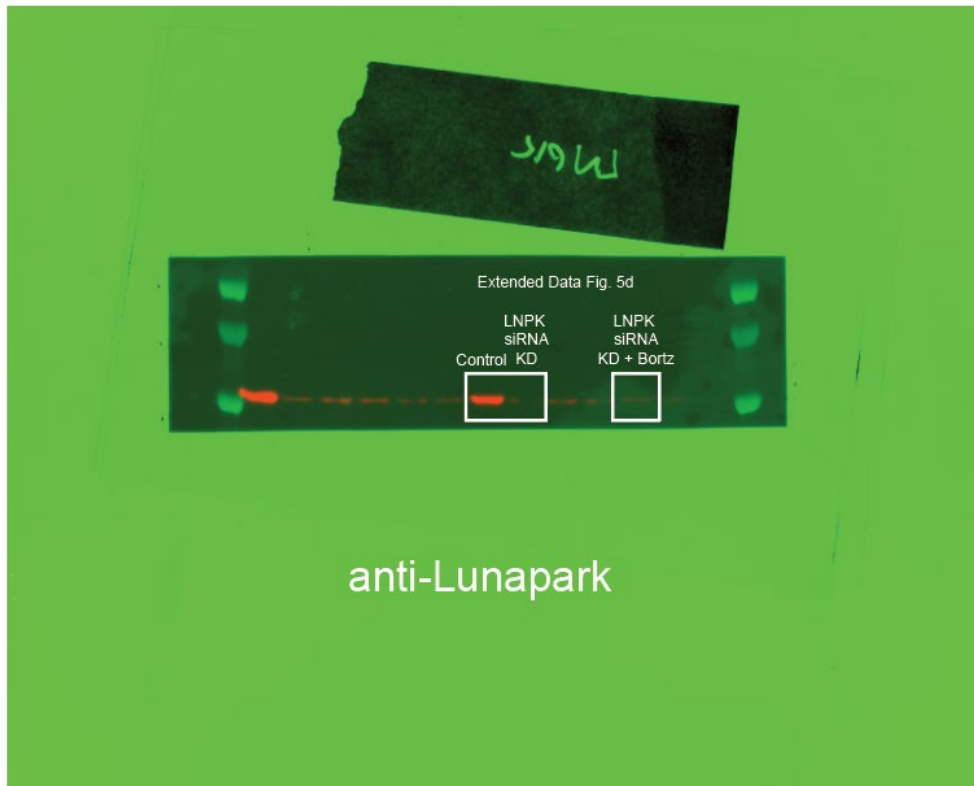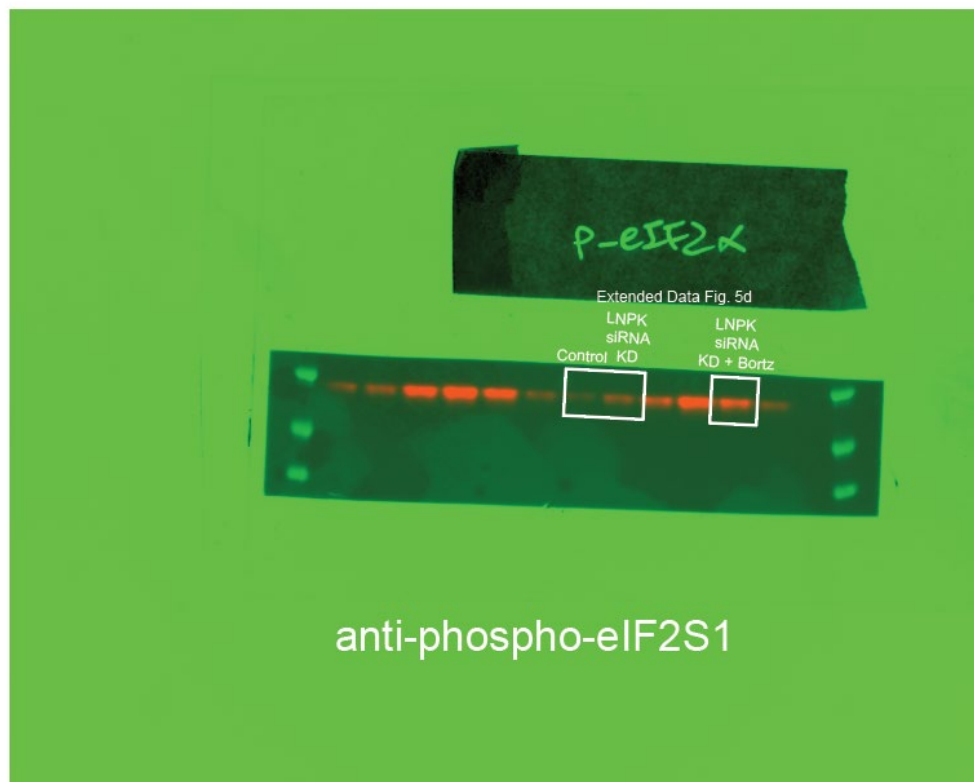

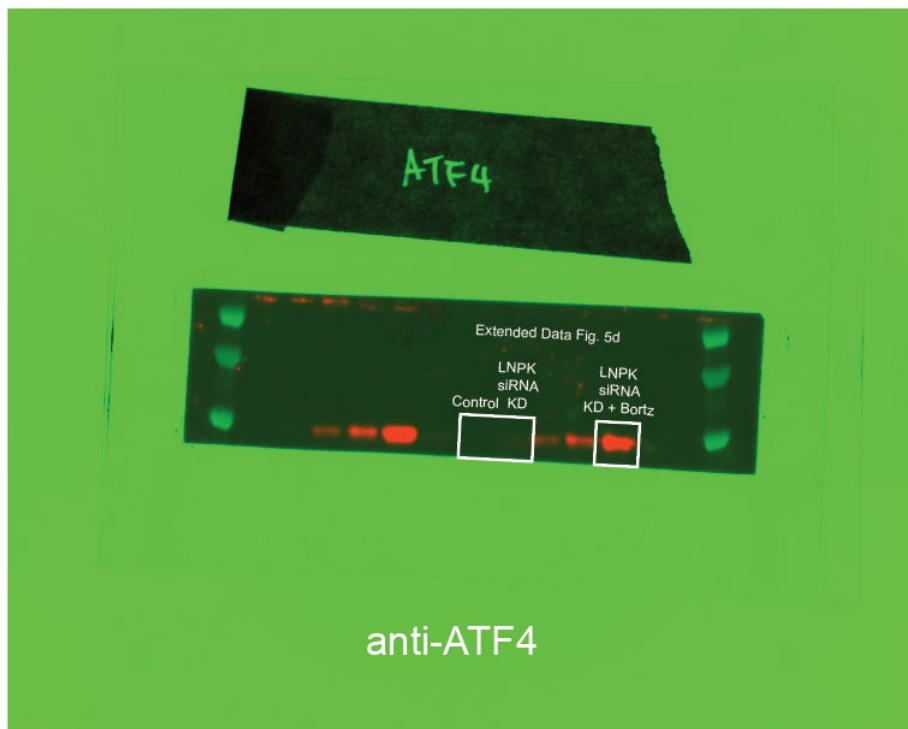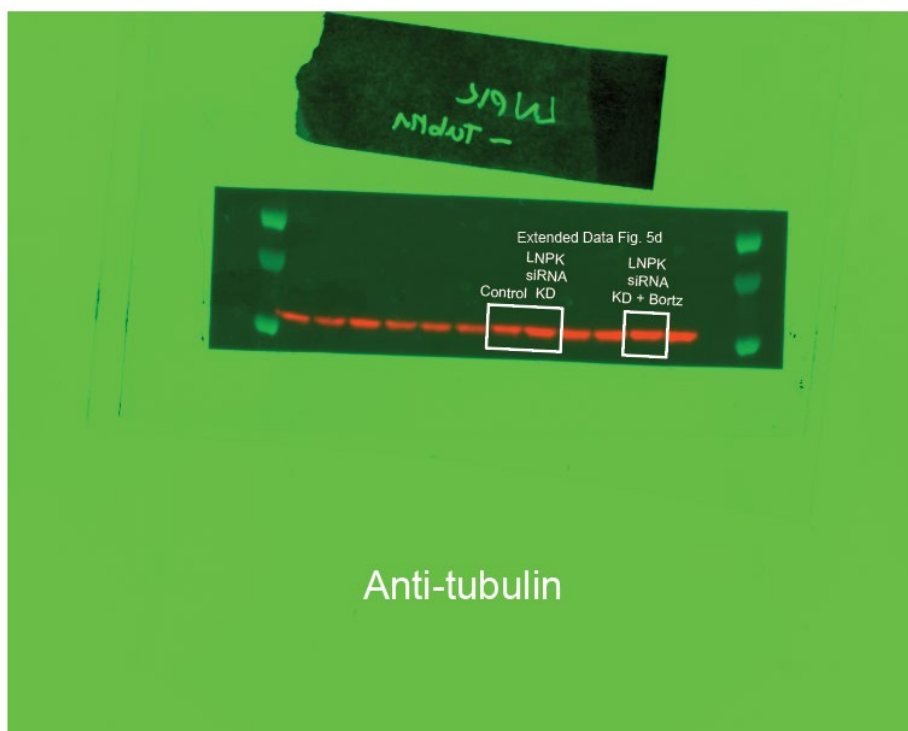

ATF4
-Tubulin

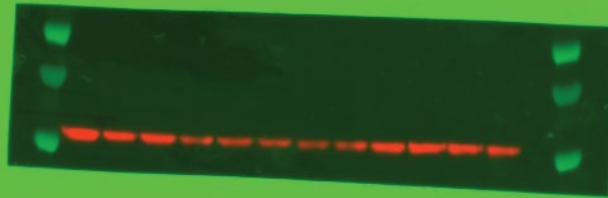

IV. Motion-based analysis and its assumptions

To formalize the MSD-based classification, the probability distribution of effective 2D diffusion coefficient, $p(D_{eff})dD_{eff}$ where $D_{eff} = \langle r^2 \rangle / (4 \cdot i\Delta t)$, $\langle r^2 \rangle$ = mean squared displacement, and $i\Delta t$ = time lag, is described in ¹ and with Equation 1 (Eq.1)

$$p(D_{eff}) = \frac{1}{(N-1)!} \left(\frac{N}{D_0}\right)^N (D_{eff})^{N-1} e^{-\frac{ND_{eff}}{D_0}} \quad (\text{Eq.1})$$

where $N = N_{total} / i\Delta t$, N_{total} = length of trajectory, D_0 = true diffusion coefficient, D_{eff} = effective diffusion coefficient for an individual trajectory based on its squared displacement. As N increases, the distribution narrows. Assuming translation is highly processive and that state switching (translating or not translating) does not occur within the imaging window, translating and non-translating mRNAs can be approximated as two independent populations with distinct D_0 . To explore the separation required for averaging, we performed Monte Carlo simulations of 5,000 trajectories with diffusion coefficients of $0.007 \mu\text{m}^2/\text{s}$ (SUNTAG(+)) and $0.033 \mu\text{m}^2/\text{s}$ (puromycin-treated). Histograms of averaged steps revealed that false positives below the $\text{MSD}_{T=1\text{s}}$ cut-off of $0.055 \mu\text{m}^2$ are possible, particularly for short trajectories (**Supplementary Fig.1**). Because MS2-tagged secretome mRNAs often yield trajectories of 7–8 steps, while classification requires >9 , the method likely overestimates the translating fraction and undercounts short, non-translating trajectories. Puromycin treatment substantially reduced the apparent translating pool, confirming the method's sensitivity to changes in translation state, but results should be treated as relative rather than absolute measures.

In this study, single-molecule tracking of MS2- or SUNTAG-labeled mRNAs was analyzed using mean squared displacement (MSD) thresholds to classify translational states. Puncta with confined motion below the MSD cut-off were interpreted as translating, whereas more mobile puncta were considered non-translating. To ensure reliability, only trajectories longer than ten steps were included, which biases the analysis toward longer-lived, confined puncta and underrepresents fast-diffusing, non-translating pools. In addition, nuclear regions were masked to avoid tracking artifacts caused by MCP accumulation in the nucleus. This procedure removes signals near the nuclear periphery and may obscure a subset of ER-associated transcripts (**Supplementary Fig. 2a**). For these reasons, translation fractions derived from MSD-based thresholds should be viewed as conservative estimates rather than absolute measurements.

For ER-bound mRNA analysis, ER membranes were segmented and skeletonized to identify junctions, followed by nearest-neighbor assignment of tracked mRNAs (**Supplementary Fig. 2b**). The accuracy of this approach depends heavily on image resolution and segmentation quality, and can be confounded in regions of high curvature or dense ER tubules. To minimize misassignments, junction localization was validated by manual curation.

Finally, lysosome proximity analysis was performed by simultaneously tracking LAMP1-positive vesicles, mRNAs, and nascent peptide signals (**Supplementary Fig. 2c**). In these experiments, correlation of SUNTAG signal intensity with lysosome distance was used to assess ribosome load, with brightness serving as a proxy for the number of translating ribosomes. While this approach reliably reports reproducible

enrichment of bright SUNTAG(+) puncta near lysosomes, it cannot distinguish between stalled ribosomes and actively elongating ribosomes. Thus, FRAP of SUNTAG spots may be ideal to distinguish stalled vs active elongating ribosomes.

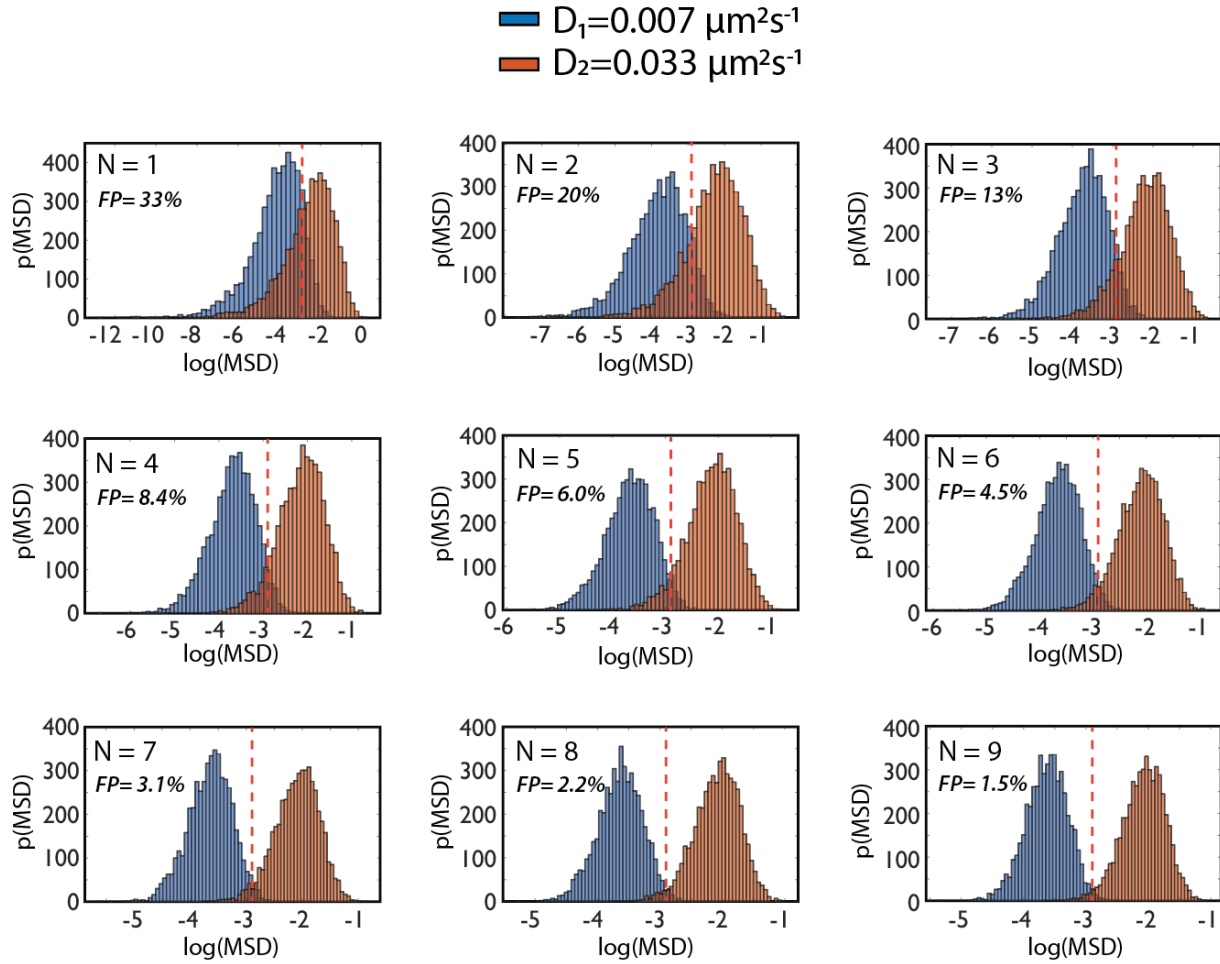

Supplementary Fig. 1. MSD simulations separate translating from nontranslating mRNAs Probability distribution of mean squared displacement (MSD) values for simulated trajectories with diffusion coefficients of $0.007 \mu\text{m}^2/\text{s}$ (blue, matching SUNTAG(+) mRNAs) and $0.033 \mu\text{m}^2/\text{s}$ (orange, matching puromycin-treated SiT-EGFP mRNAs). Distributions shown for increasing N-step averaging. As N increases, separation between slow and fast populations improves, reducing overlap. False positive (FP) rates calculated relative to the translation cut-off (red dotted line at $\text{MSD} = 0.055 \mu\text{m}^2$). FP rates decrease as trajectory averaging length increases, confirming the robustness of the MSD threshold used to distinguish translating vs non-translating mRNAs.

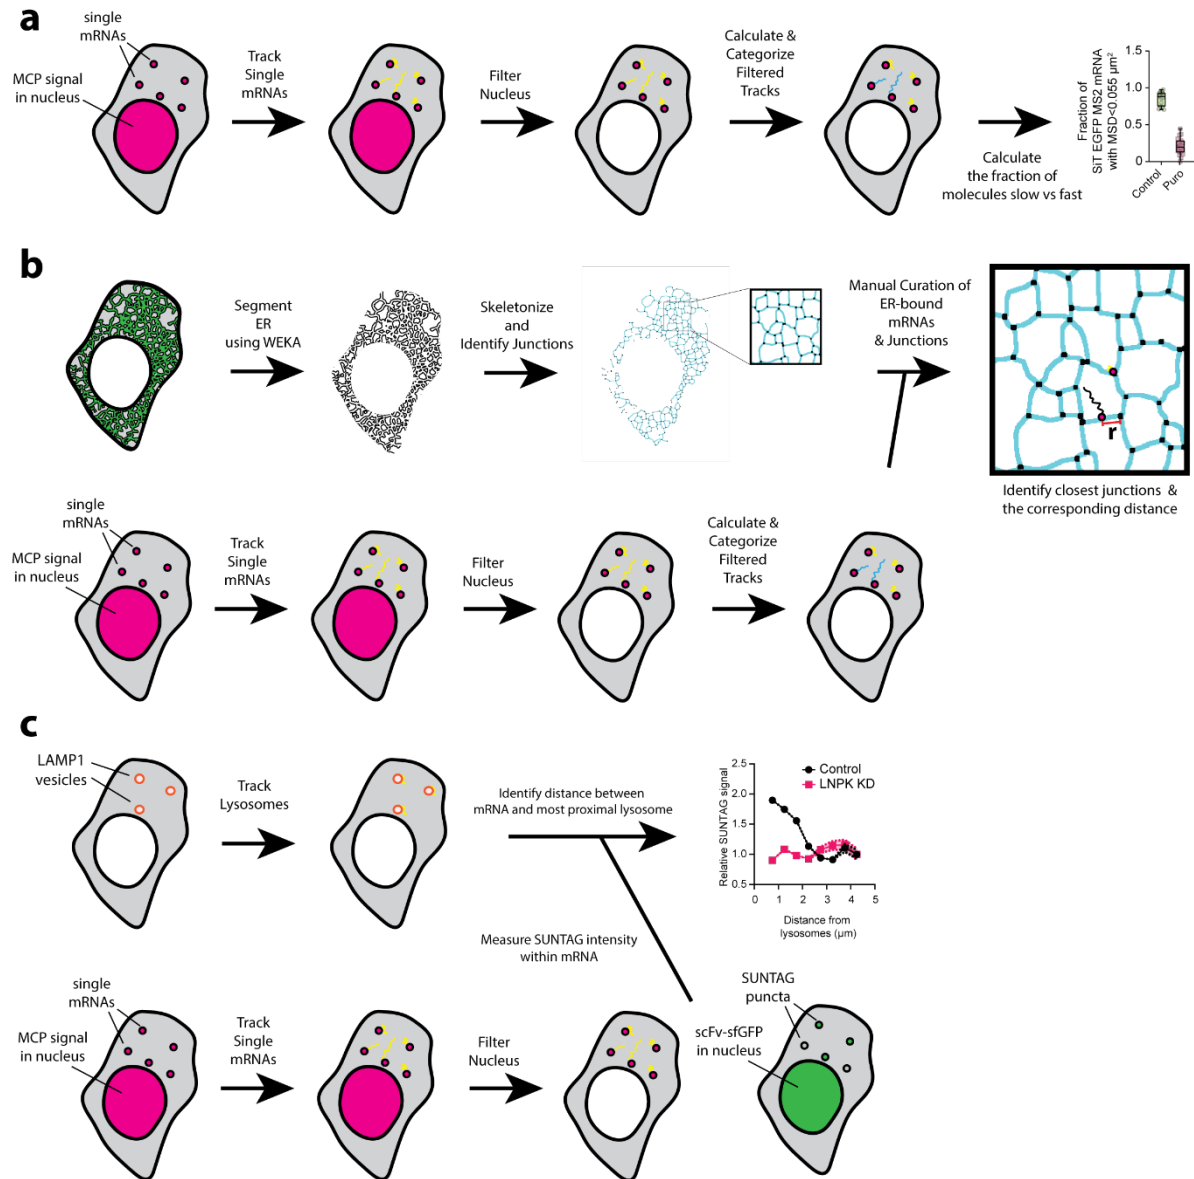

Supplementary Fig. 2. a, Schematic illustrating the approach for tracking, filtering, and categorizing mRNA movements. Individual mRNAs were tracked over time, and signals from the nucleus were masked due to high MCP accumulation resulting from the nuclear localization signal (NLS). Filtered mRNA tracks were categorized based on mean squared displacement, calculated over a 10-second interval with a 1-second lag time. **b**, Schematic depicting the method for monitoring ER-bound mRNAs. The ER structure was segmented using WEKA or ilastik. The resulting mask was skeletonized, and junctions were identified using a custom-built algorithm for detecting branching points. Concurrently, mRNAs were tracked as described in Extended Data Fig. 6a, and their distances from the nearest ER junctions were determined by nearest neighbor algorithm. The accuracy of junction identification and the actual ER association of mRNAs were further validated through manual curation. **c**, Schematic illustrating the

quantification of distances between cytERM-SUNTAG-MS2 mRNAs and lysosomes. LAMP1 vesicles were tracked using TrackMate, while mRNA and scFv-sfGFP signals were tracked as described in Extended Data Fig. 6. SUNTAG-associated mRNA signals were identified, and distances between lysosomes and corresponding mRNAs were calculated.

Supplementary Table 1. List of Plasmids for this study

**Name**	**Source**
pUBC-SIT-EGFP-MS2	This study
pUBC-Calreticulin-mEmerald-MS2	This study
pUBC-CD4-EGFP-MS2	This study
pUBC-Halo-Actin-MS2	²
pCMV-SNAPf-Sec61b	This study
pCMV-mApple-Sec61b	³
pCMV-LAMP1-Halo-iLID	This study
pCMV-sspB-mCherry-Sec61	This study
pCMV-L10A-Halo	This study
pPGK-Lamp1-mApple	⁴
pPGK-Lamp1-mScarlet-i	This study
pPB-cytERM-SUNTAG-MS2	This study
pPB-CrPV-IRES-cytERM-SUNTAG-MS2	This study
pUBC-MCP-Halo	²
pUBC-MCP-GFP	²

Supplementary Table 2. siRNA and qPCR primers used for this study

**siRNA sequences used in this study**	
**<i>CLIMP63</i> siRNA SMARTpool Sequences**	
siRNA CKAP4, D-012755-01	CCAAAUCCAUCAACGACAA
siRNA CKAP4, D-012755-02	CCAAGGGUUUACUAGAUGA
siRNA CKAP4, D-012755-03	AGACCCAGCUGGUGCUCUA
siRNA CKAP4, D-012755-04	GAGCGUGCAUACUGCGUUU
**<i>Lunapark</i> siRNA SMARTpool Sequences**	
siRNA KIAA1715, D-023148-01	GGUAUGCACUUAUAUGUCA
siRNA KIAA1715, D-023148-02	AUUAUGGGUUGGAAGAUUA
siRNA KIAA1715, D-023148-03	ACGAUGUUCUUGAUGAUAA
siRNA KIAA1715, D-023148-04	CGGCUAAAUUAAUUCUUGA
qPCR Primer sets	
**<i>Lunapark (LNPK)</i>**	
Forward Set 1	CTC CTC CAC AAG TTC CAG TAT
Reverse Set 1	GAT GAT AGG GCT GGA GTA ACA G
Forward Set 2	ACT GTT ACT CCA GCC CTA TCA
Reverse Set 2	CTA TCC AAA GCA CCT CGT TCT C
Forward Set 3	GCA AGA CCT GGA CAA GAG ATT
Reverse Set 3	TTG GTG GTC CAG GAG ATA CT
**<i>CLIMP63 (CKAP4)</i>**	
Forward Set 1	GGA ATC AGC CAA GGG TTT ACT A
Reverse Set 1	CCT GCA CAC GCA ATT CAT TTA
Forward Set 2	GGA AGC TGT GAA GGA GAT ACA G
Reverse Set 2	ACC TCG GTG TAG ATG TCA GA
Forward Set 3	TGG TTG CAT ACT CGG TCA AA
Reverse Set 3	CCA GAT CAT TCC TCA GGT CAT C
**<i>β-Actin (ActB)</i>**	
Forward Set 1	CAC CAT TGG CAA TGA GCG GTT C
Reverse Set 1	AGG TCT TTG CGG ATG TCC ACG T
**<i>Unspliced XBP1 for human</i>**	
Forward Set 1	CAG ACT ACG TGC ACC TCT GC
Reverse Set 1	CTG GGT CCA AGT TGT CCA GAA T
**<i>Spliced XBP1 for human</i>**	
Forward Set 1	GCT GAG TCC GCA GCA GGT
Reverse Set 1	CTG GGT CCA AGT TGT CCA GAA T
**<i>Total XBP1 for human</i>**	
Forward Set 1	TGA AAA ACA GAG TAG CAG CTC AGA
Reverse Set 1	CCC AAG CGC TGT CTT AAC TC

Supplementary Table 3. Single guide RNAs for generating Lunapark KO U-2 OS cells

**Lunapark KO Generation**	
<i>gRNA sequence targeting Human Lunapark</i>	
sgRNA-LNPK-1	AGCAAAAAAUGGGAGUGUCA
sgRNA-LNPK-1	UGUAAACAGAUAGAGAACUG
sgRNA-LNPK-1	UCAAGCAUUGGAAGAAUUUA
<i>Amplification and sequencing primers</i>	
KIAA1715 Forward-1	CCTCAGGTATATTGGATTACAAATGAAGG
KIAA1715 Reverse-1	TGCCGATACCAATTTTCATTCCC
KIAA1715 Seq-1	CCTCAGGTATATTGGATTACAAATGAAGG
KIAA1715 Reverse-2	TCATTCCCTGAATCTTTGCCA

Supplementary Video 1

SiT-EGFP MS2 mRNA (red) on ER marked by SNAPf-Sec61 β (cyan) in U-2 OS cells. Time is in second. The scale bar represents 5 μ m.

Supplementary Video 2

Categorized SiT-EGFP MS2 mRNA on ER marked by SNAPf-Sec61 β (yellow) in U-2 OS cells. Magenta represents SiT-EGFP MS2 mRNAs with $MSD_{\tau=1\text{sec}} > 0.055 \mu\text{m}^2$. Green represents SiT-EGFP MS2 mRNAs with $MSD_{\tau=1\text{sec}} < 0.055 \mu\text{m}^2$. Time is in second. The scale bar represents 5 μ m.

Supplementary Video 3

Categorized SiT-EGFP MS2 mRNA on ER marked by SNAPf-Sec61 β (yellow) in U-2 OS cells under puromycin treatment. Magenta represents SiT-EGFP MS2 mRNAs with $MSD_{\tau=1\text{sec}} > 0.055 \mu\text{m}^2$. Green represents SiT-EGFP MS2 mRNAs with $MSD_{\tau=1\text{sec}} < 0.055 \mu\text{m}^2$. Time is in second. The scale bar represents 5 μ m.

Supplementary Video 4

SUNTAG(+) cytERM-SUNTAG MS2 mRNA movie. Anti-GCN4 scFv-sfGFP (SUNTAG, Green) and MCP-Halo (RNA, Magenta). Time is in second. The scale bar represents 1 μ m.

Supplementary Video 5

SUNTAG(-) cytERM-SUNTAG MS2 mRNA movie. Anti-GCN4 scFv-sfGFP (SUNTAG, Green) and MCP-Halo (RNA, Magenta). Time is in second. The scale bar represents 1 μ m.

Supplementary Video 6

cytERM-SUNTAG MS2 mRNA movie under puromycin treatment. Anti-GCN4 scFv-sfGFP (SUNTAG, Green) and MCP-Halo (RNA, Magenta). Time is in second. The scale bar represents 1 μ m.

Supplementary Video 7

SUNTAG-Sec61 β MS2 mRNA movie. Anti-GCN4 scFv-sfGFP (SUNTAG, Green) and MCP-Halo (RNA, Magenta). Time is in second. The scale bar represents 1 μ m.

Supplementary Video 8

iLID-Halo-LAMP1 (magenta) and sspB-mCherry-Sec61 β (green) localization in control U2-OS cells. Time is in second. The scale bar represents 1 μ m. The recruitment by exposing 488 nm was performed at $t = 0$ sec.

Supplementary Video 9

iLID-Halo-LAMP1 (magenta) and sspB-mCherry-Sec61 β (green) localization in Lunapark KO U2-OS cells. Time is in second. The scale bar represents 1 μ m. The recruitment by exposing 488 nm was performed at $t = 0$ sec.

References

1. Vrljic, M., Nishimura, S. Y., Brasselet, S., Moerner, W. E. & McConnell, H. M. Translational Diffusion of Individual Class II MHC Membrane Proteins in Cells. *Biophysical Journal* **83**, 2681-2692 (2002). [https://doi.org/10.1016/s0006-3495\(02\)75277-6](https://doi.org/10.1016/s0006-3495(02)75277-6)
2. Yoon, Y. J. *et al.* Glutamate-induced RNA localization and translation in neurons. *Proceedings of the National Academy of Sciences* **113**, E6877-E6886 (2016). <https://doi.org/10.1073/pnas.1614267113>
3. Nixon-Abell, J. *et al.* Increased spatiotemporal resolution reveals highly dynamic dense tubular matrices in the peripheral ER. *Science* **354** (2016). <https://doi.org/10.1126/science.aaf3928>
4. Liao, Y.-C. *et al.* RNA Granules Hitchhike on Lysosomes for Long-Distance Transport, Using Annexin A11 as a Molecular Tether. *Cell* **179**, 147-164.e120 (2019). <https://doi.org/10.1016/j.cell.2019.08.050>

# Supplementary material for: Secretome translation shaped by lysosomes and lunapark-marked ER junctions
**Source:** Nature. 2025 Nov 5;649(8095):227–36. doi: 10.1038/s41586-025-09718-0
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Imaging data were acquired on customized Nikon TiE microscopes configured for spinning-disk and HILO illumination with Andor EM-CCD cameras, using Nikon Elements AR 6.0 for spinning-disk imaging and ZEN Black 2.3/Zen Blue for confocal imaging. Western blot signals were captured on a Bio-Rad ChemiDoc system. RNA sequencing was performed on an Illumina NextSeq 2000, and mass spectrometry was carried out using a Thermo Orbitrap Ascend Tribrid mass spectrometer coupled to a Vanquish Neo LC system.
Data analysis	MATLAB (custom scripts for MSD analysis, and Monte Carlo simulations), Imaris, Illastik, Fiji, TrackMate (Fiji), Imaris, CellProfiler, STAR (v2.7.5c) for RNA-seq alignment, DESeq2 in MATLAB for transcriptome analysis, and DIA-NN (v1.9.1) for mass spectrometry

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data underlying all graphs are provided with the paper in FigShare (DOI:10.25378/janelia.30153850). Datasets of single-molecule imaging datasets (HILO and spinning disk confocal movies of MS2- and SUNTAG-labeled secretome mRNAs, ribosome tracking, and lysosome recruitment assays), processed particle-tracking files, and quantified fluorescence recovery after photobleaching (FRAP) measurements have been deposited in FigShare (DOI:10.25378/janelia.30153850). Uncropped gel and blot images corresponding to Figs. 5e and Extended Data Fig. 4 are provided in Supplementary Information. All listed plasmids are deposited to Addgene.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	N/A
Reporting on race, ethnicity, or other socially relevant groupings	N/A
Population characteristics	N/A
Recruitment	N/A
Ethics oversight	N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes were chosen based on established practice for single-molecule imaging and translation studies, and were sufficient to detect significant differences. Exact n values (cells, trajectories, replicates) are reported in each figure legend. For example, thousands of individual mRNA trajectories across 13–40 cells were analyzed per condition, and western blots were repeated with three independent lysates.
Data exclusions	Trajectories shorter than 10 steps were excluded from MSD-based classification, as these could not be reliably analyzed. Nuclear signals were excluded due to MCP accumulation, and poor-quality images were omitted prior to analysis.
Replication	All key findings were reproduced in at least two independent biological replicates. RNA-seq and proteomics experiments included biological replicates.
Randomization	We did not randomize any aspects of this study.
Blinding	Data analysis was performed using automated pipelines (MATLAB, TrackMate, Imapris) without prior knowledge of sample identity. Manual validation of ER junction assignments and PLA puncta was performed without knowledge of condition where feasible.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Rabbit LNPk antibody (Sigma, HPA014205-25), Mouse EEA1 antibody (BD Biosciences, 610456), Mouse LAMP1 antibody (Abcam, ab25630), Mouse TOMM20 antibody (ProteinTech, 66777-1-Ig), Rabbit anti-ATF-4 antibody (Cell Signaling, 11815S), Rabbit anti-LNPk antibody (Sigma, HPA014205-25), Mouse anti-Tubulin antibody (Millipore, 05-829), Rabbit anti-eIF2S1 (phosphor S51) antibody (Abcam, ab32157), and Rabbit anti-eIF2S1 antibody (Atlas Antibodies, HPA064885). Secondary antibodies used here are: Goat anti-mouse Ig H&L-HRP (Abcam, ab205719), Goat anti-rabbit Ig H&L-HRP (Abcam, ab205718), Rabbit REEP5 antibody (ProteinTech, 14643-1-AP).
Validation	Refer to manufacturer's website

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	All experiments in the paper are performed using U-2 OS, COS7, HEK293T, HeLa, and HT1080 cells from ATCC, experiments are performed within 40 passages of the initial shock provided.
Authentication	We have not performed any authentication of the lines. There were no obvious differences in any property examined.
Mycoplasma contamination	Cells were all free of mycoplasma at the time of experimentation, and are tested routinely during passaging.
Commonly misidentified lines<br>(See ICLAC register)	No commonly misidentified cell lines were used in this study.

Plants

Seed stocks	N/A
Novel plant genotypes	N/A
Authentication	N/A

How the deposited data were processed for this re-analysis (not part of the article)

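The deposited data are gene counts from 3′ tag sequencing of 6 U-2 OS cultures, 3 control and 3 LNPK-KO, with no batch named besides the shared one. The authors trimmed adapters with Cutadapt, aligned to GRCh38 with STAR and deposited raw counts per gene from STARsolo, in a file per sample and in a table of all samples. The annotation release, and whether counts are of molecular identifiers, are not given in the paper's text or the labels. The authors also deposited a comparison table, made with a version of DESeq2 in MatLab, with mean normalized signal per group, the ratio of the 2 means, its log2, a p-value and an adjusted p.

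The test planned before the files were seen used the counts of the per-sample files. In these the file of control replicate 3 equals that of control replicate 1 in all 58768 features, and no other pair of files is identical. The table of all samples holds 15697 features and a separate control replicate 3, and the authors' control mean is a weighted sum of its 3 control columns, with a largest residual of 0.0756. This table had been listed as an alternative and was made the main source before any test was run. The per-sample files, with the duplicate counted once and so 2 control and 3 LNPK-KO libraries, became an alternative chosen after the data were seen. Without the spike-ins, 14777 of its genes have a count in control replicate 1, more than in any other library, and no count of that library lies outside the table, so genes left out were silent there. Counts of a sample outside the table made up at most 0.829% of its file.

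Spike-in rows were left out of library sizes and tests. Genes were kept by filterByExpr (minimum count 10), normalized by TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 with robust dispersion, in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The model held the condition alone. Gene lists, families by symbol and chromosomes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, on sets of at least 5 tested genes. Of 27 lists fixed before the counts were examined, 26 had enough genes. The other, markers of blood cells, had 0 tested genes. The list of cancer-testis genes was drawn up after such genes had been seen in the paper's table. Coordinates, GC content and transcript lengths came from GENCODE 44 on GRCh38. Windows of 20 Mb with at least 10 genes were compared with 10000 random reassignments of log2 fold changes to positions.

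Named genes were fixed by a rule: LNPK, the genes named in the paper's text or Extended Data Fig. 3c, whose values had been seen, the 10 largest changes in each direction among genes with a mean of at least 5 CPM and no overlap between groups, up to 4 members per list and up to 3 genes per passing chromosome. Protein log2 fold changes from the source data of Extended Data Fig. 3d were joined to genes by equality of the RNA value with the authors' table to 6 significant digits, which gave 1 match for 1668 of 1670 pairs. The values of Extended Data Fig. 3c were read by eye.

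The code was tested on simulated data for this comparison, over 8667 genes. It called 3 of 62 genes changed by a log2 of 0.5, 20 of 70 changed by 1 and 40 of 56 changed by 2, and 1 of 64 calls was an unchanged gene. At 999772 to 1243592 counts per library, small changes of single genes are therefore mostly missed. Intervals and floors of 3 counts over a group cover counting error only.

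The alternatives were DESeq2 1.42.0, RLE size factors, no filter, a filter on a mean of 10 counts, the replicate number as a block, limma-voom, an estimated correlation, fry and leaving out each replicate. Scaling on spike-in RNA, and fry for chromosomes, were added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.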

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

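The tests of regional differences for neighbouring genes and for glycolysis and hypoxia genes were chosen after those results had been seen.

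The authors' deposited comparison holds genes of chromosomes 1 to 8 and X, and the tested genes that Extended Data Fig. 3c lists all lie on these. Of the 333 genes called by edgeR, 171 lie on chromosomes 9 to 22 or the mitochondrial genome, 81 higher and 90 lower. Genes that the table of all samples does not hold gave 6 calls in the per-sample counts, all higher in LNPK-KO cells. GTSF1 had 0 and 2 counts in control replicates 1 and 2 against 177, 168 and 165 in LNPK-KO replicates 1, 2 and 3, and the others were LINC01029, LUM, C8orf31, GALM and SCX, all 6 named after their values were seen. The table leaves out no gene with a count in control replicate 1, so every gene outside it, these 6 included, had none there.

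Neighbouring genes changed together. Of 154 windows of 20 Mb, 43 differed from random positions, 21 higher and 22 lower. All 3 LNPK-KO libraries lay on the same side in each, which picking windows on these same libraries makes likely. Windows singled out after their values were seen are chromosome 12 from 0 to 20 Mb (median -0.46, 1 gene higher and 12 lower) and chromosome 4 from 0 to 20 Mb (median 0.63, 9 higher and 0 lower). The SD of the window medians was 0.26, above the 0.15 that was the highest of 10000 random reassignments, and this describes the pattern without testing its cause. GC content and length of the transcripts do not account for it, since 43 windows still passed after that trend was removed. Regional differences such as copy number between LNPK-KO and control cells, and an effect of LNPK loss on neighbouring genes, both stay open, since no DNA was measured and the number of colonies sequenced is not stated.

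Genes of the actin cytoskeleton were higher, with a median log2 fold change of 0.45, though 42 of 61 did not pass singly and the list did not pass with an estimated correlation (adjusted p = 0.061 from limma's camera). After the median of the other genes in each member's window was subtracted, the median was 0.33 (95% bootstrap interval 0.13 to 0.53), and after removal of the trend on GC content and length it was 0.42 (0.12 to 0.56). Neither correction removed the shift. The intervals resample genes and not cultures, and the subtraction does not take out changes of stretches shorter than a window. A regional part, LNPK loss and other differences between the LNPK-KO and control cells stay open.

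Genes of glycolysis and the hypoxia response were lower as a list, with a median of -0.23, though 4 of 24 passed singly and the list passed neither with an estimated correlation (adjusted p = 0.25 from limma's camera) nor under spike-in scaling (median -0.52, all genes -0.27). Without that scaling the list median was -0.19 (-0.36 to -0.05) after the regional subtraction and -0.28 (-0.62 to -0.15) after removal of the trend on GC content and length. Neither correction removed the shift. These intervals too resample genes and not cultures, and changes of stretches shorter than a window are not taken out. Of the 4 lower genes, GAPDH and TPI1 lie in the lower window of chromosome 12 and PKM in that of chromosome 15 from 60 to 80 Mb (median -0.25), so part of this pattern may be regional. Culture conditions such as density were not recorded and stay open with LNPK loss.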

How the results depend on the processing

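The 333 calls became 484 with DESeq2, 122 with the per-sample files (2 controls; 93 at least 2-fold) and 114 to 327 (79 to 215 at least 2-fold) without 1 replicate (the cause was not tested). Under spike-in scaling 16 were called, 16 of them at least 2-fold; the cause was not tested. DESeq2 gave an adjusted p to only 50 of the 67 named genes called, and called all 50 of them. Of the 67, limma-voom called 53, the fits without 1 replicate 35 to 51, the per-sample files 38 and spike-in scaling 13. None of the named genes called in the main test changed sign in a setting that gave it an adjusted p. NLRP1, CNIH3, HTR1D, PCYOX1L, EIF4EBP1 and EIF2S2 passed in none of the fits without 1 replicate. ESYT1 and STT3B, short of the threshold in the main test, passed with DESeq2 and without LNPK-KO replicate 1. The planned source, with the duplicate taken as control replicate 3, was not run. LNPK had log2 fold changes of 0.08 to 0.54 and passed in no setting. The 3 passing lists became 0 with an estimated correlation, 1 under spike-in scaling and 3 to 8 without 1 replicate, and the 4 passing chromosomes became 1 with an estimated correlation, 6 with the per-sample files, 4 to 5 without 1 replicate and 16 of 24 with fry, added after the data were seen; the cause was not tested. The families together, with a mean log2 fold change of -0.055, passed with fry of limma on the edgeR fit (adjusted p = 0.00635, adjusted over 1 set), which asks whether the genes move on balance and not whether they differ from other genes. The protein minus mRNA median of -0.23 was -0.24 to -0.19 with the authors' mRNA values, DESeq2, RLE size factors or a mean of at least 10 counts, -0.26 to -0.18 without 1 replicate, -0.24 with the per-sample files and 0.021, of the other sign, under spike-in scaling; the last 3 were added after the data were seen and the cause was not tested. With the replicate number as a block, 351 genes were called (189 at least 2-fold). After each group's mean was subtracted from the log2 CPM of each gene, the remainders of same-numbered libraries correlated at 0.03, 0.02 and 0.01. By these remainders 5 of 6 samples correlated best, across groups, with their own number. The remainders add up to 0 within a group, so these matches are not independent. Whether the numbers pair the libraries stays open.

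Sets that did not pass in the main test turned direction by camera in some settings, given here as median log2 fold changes, which can keep their sign; the cause was not tested. These were, by setting, no filter: upr xbp1 atf6 -0.12, n glycosylation ost -0.11, p53 targets 0.0023, nfkb inflammatory -0.32, integrins -0.082, collagens -0.028, atpases membrane 0.092, receptors eph frizzled -0.29, semaphorins wnts ligands 0.032, chromosome 9 -0.082, chromosome 11 -0.082, chromosome 18 -0.037. For replicate block: nfkb inflammatory 0.046. For per-sample files: er shaping junction 0.053, p53 targets 0.029, atpases membrane 0.13, receptors eph frizzled -0.089. For spike-in scaling: er shaping junction -0.18, nfkb inflammatory -0.35, epithelial markers -0.0011. For mean of at least 10 counts: atpases membrane 0.094. Without 1 replicate the ranges were nfkb inflammatory -0.22 to 0.21, upr xbp1 atf6 -0.13 to 0.066, er shaping junction -0.034 to 0.20, p53 targets -0.14 to 0.24, cancer testis -0.47 to -0.12, n glycosylation ost -0.19 to -0.051, integrins -0.00085 to 0.13, collagens -0.44 to -0.12, atpases membrane -0.0088 to 0.15, receptors eph frizzled -0.20 to 0.096, semaphorins wnts ligands -0.16 to 0.041, chromosome 13 -0.052 to 0.088, chromosome 19 -0.066 to 0.024, chromosome 11 -0.045 to -0.014, chromosome 16 -0.078 to 0.017, chromosome 18 0.046 to 0.12, chromosome 8 -0.047 to 0.014.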

Differences from the paper's values

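Of 110 genes in the RNA and protein parts of Extended Data Fig. 3c with an mRNA value, 1 differed from the value read there by more than the standard error or in sign, and the largest difference was 0.25. PLP2, a proteolipid of the ER membrane, had a log2 fold change of 0.032 (standard error 0.25), where the paper's value is about -0.01 in Extended Data Fig. 3c, read by eye. The difference is in sign alone and is smaller than the standard error. Of the alternatives set before the data were examined, the value without LNPK-KO replicate 1 has the paper's sign, and DESeq2, RLE size factors, no filter, a mean of at least 10 counts, the replicate block, limma-voom and the other left-out replicates do not. Extended Data Fig. 3c gives its genes as changed at an adjusted p under 0.05. In the authors' deposited comparison the adjustment runs over 5368 genes, and here it ran over 9179. Of the 80 tested genes in the RNA part of the figure, 63 passed edgeR at that threshold over all genes tested. Of the other 17, DESeq2 called 6, no filter 7, RLE size factors 1, a mean of at least 10 counts 1, the replicate block 4, limma-voom 2 and leaving out LNPK-KO replicate 1 5, and no setting called LOXL2, EPHB2, GALNT14, FAM114A2 or FARP2. Among the genes shared with the authors' deposited table, 153 of the authors' 229 calls passed, and all 229 had the same sign.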

Other observations

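Integrated stress response genes driven by ATF4 leaned lower in LNPK-KO cells without passing over all 6 libraries (adjusted p = 0.06 from limma's camera; 31 genes, 0 higher and 2 lower; over the list alone 0 and 3). The list passed without control replicate 1, control replicate 2 or LNPK-KO replicate 2 (adjusted p = 0.0408, 0.0472 and 0.0346 from limma's camera) and not without the others, and with an estimated correlation its adjusted p was 0.564. PHGDH, an enzyme of serine synthesis, and EIF4EBP1, a repressor of translation initiation, fell (log2 fold changes -0.81 and -0.60), the latter passing in none of the 6 fits without 1 replicate (adjusted p 0.0604 to 0.161 from edgeR). ATF4 had a log2 fold change of 0.34 (adjusted p = 0.394 from edgeR) and EIF2S1, which encodes eIF2α, -0.32 (adjusted p = 0.382 from edgeR). The transcription factor ATF5, outside the list, rose (log2 fold change 3.02, adjusted p = 0.0255 from edgeR) and passed in 2 of the 6 fits without 1 replicate. XBP1, a transcription factor of the unfolded protein response on chromosome 22, rose (log2 fold change 1.50, standard error 0.35, adjusted p = 0.0191 from edgeR), while the list of its targets and those of ATF6 held 32 genes, 1 higher and 0 lower. In the list of eIF2 and initiation factors (21 genes, 1 higher and 0 lower; over the list alone 2 and 0) EIF2S2 rose with all 6 libraries (log2 fold change 0.70) and passed in no fit without 1 replicate (adjusted p 0.0547 to 0.155 from edgeR), and XBP1 passed in 1 of the 6.

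In other lists, with counts adjusted over all genes and, where they differ, over the list alone (higher, then lower), cytosolic ribosome genes (79 genes, 0 higher and 6 lower; over the list alone 1 and 9) included RPL4, which fell (log2 fold change -0.64), and nuclear-encoded oxidative phosphorylation genes (75 genes, 2 higher and 10 lower; over the list alone 6 and 16) included SDHA, which fell (-1.43), and NDUFA6, which rose (0.94). Extracellular matrix genes (47 genes, 5 higher and 1 lower; over the list alone 7 and 8) included TGFBI, which fell (-2.06), and cancer-testis genes (14 genes, 4 higher and 0 lower; over the list alone 4 and 3) included SPANXB1 and XAGE2, which rose (2.31 and 2.58) and have near-identical copies that may share reads, though the list median was -0.36. In the cell cycle list (48 genes, 0 higher and 2 lower) TYMS fell (-0.84), in the immediate early list (17 genes, 1 higher and 1 lower; over the list alone 2 and 3) MYC fell (-1.26, called in 1 of 6 fits without 1 replicate), and in the neural list (7 genes, 2 higher and 1 lower; over the list alone 2 and 2) MAP1B and PCLO rose and NEFL fell (1.21, 1.13 and -1.65). The remaining lists were cholesterol synthesis (27 genes, 0 higher and 2 lower), interferon response (21 genes, 0 higher and 2 lower), NRF2 targets (19 genes, 1 higher and 0 lower; over the list alone 4 and 0), osteoblast and mesenchymal markers (11 genes, 1 higher and 0 lower; over the list alone 1 and 1), YAP and TEAD targets (18 genes, 0 higher and 0 lower), p53 targets (23 genes, 0 higher and 0 lower), NF-κB targets (6 genes, 0 higher and 0 lower) and epithelial markers (5 genes, 0 higher and 0 lower; over the list alone 2 and 1), and no list in this paragraph passed camera in the main test. Without 1 replicate, some of them passed: cytosolic ribosome and oxidative phosphorylation genes without control replicate 1 or LNPK-KO replicate 3, cell cycle genes without control replicate 1 or LNPK-KO replicate 1, and neural genes without control replicate 1. The interferon response list passed with fry.

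The 3 predicted cuts in LNPK lie 75, 63 and 138 bp apart, each a multiple of 3.

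The 6 libraries can be split into 2 groups of 3 in 10 ways, too few for a share under 0.05. The real split gave 333 calls and 195 at least 2-fold, the highest other 0 in both, so 1 of 10 splits was as large. For gene lists the real split gave 3 passing lists and the highest other 3, so 2 of 10 were as large. For chromosomes it gave 4 and the highest other 1, and for the families together a camera p of 0.287 against 0.393 in the nearest other, 1 of 10 in both.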
